# Deletion of fatty acid transport protein 2 (FATP2) in the mouse liver changes the metabolic landscape by increasing the expression of PPARα-regulated genes

**DOI:** 10.1074/jbc.RA120.012730

**Published:** 2020-03-18

**Authors:** Vincent M. Perez, Jeffrey Gabell, Mark Behrens, Nishikant Wase, Concetta C. DiRusso, Paul N. Black

**Keywords:** liver, transcriptomics, lipid metabolism, metabolomics, gene regulation, fatty acid transport protein 2 (FATP2), metabolic landscape, peroxisome proliferator–activated receptor α (PPARα), RNA-Seq

## Abstract

Fatty acid transport protein 2 (FATP2) is highly expressed in the liver, small intestine, and kidney, where it functions in both the transport of exogenous long-chain fatty acids and the activation of very-long-chain fatty acids. Here, using a murine model, we investigated the phenotypic impacts of deleting FATP2, followed by a transcriptomic analysis using unbiased RNA-Seq to identify concomitant changes in the liver transcriptome. WT and FATP2-null (*Fatp2*^−/−^) mice (5 weeks) were maintained on a standard chow diet for 6 weeks. The *Fatp2*^−/−^ mice had reduced weight gain, lowered serum triglyceride, and increased serum cholesterol levels and attenuated dietary fatty acid absorption. Transcriptomic analysis of the liver revealed 258 differentially expressed genes in male *Fatp2*^−/−^ mice and a total of 91 in female *Fatp2*^−/−^ mice. These genes mapped to the following gene ontology categories: fatty acid degradation, peroxisome biogenesis, fatty acid synthesis, and retinol and arachidonic acid metabolism. Targeted RT-quantitative PCR verified the altered expression of selected genes. Of note, most of the genes with increased expression were known to be regulated by peroxisome proliferator–activated receptor α (PPARα), suggesting that FATP2 activity is linked to a PPARα-specific proximal ligand. Targeted metabolomic experiments in the *Fatp2*^−/−^ liver revealed increases of total C16:0, C16:1, and C18:1 fatty acids; increases in lipoxin A4 and prostaglandin J2; and a decrease in 20-hydroxyeicosatetraenoic acid. We conclude that the expression of FATP2 in the liver broadly affects the metabolic landscape through PPARα, indicating that FATP2 provides an important role in liver lipid metabolism through its transport or activation activities.

## Introduction

Fatty acid transport protein 2/very-long-chain acyl-CoA synthetase 1 (FATP2;^2^ Slc27A2; Acsvl1) functions as a gatekeeper in its role as a fatty acid transport protein and a housekeeper in its role as a very-long-chain acyl-CoA synthetase required for metabolism of VLCFAs in anabolic and catabolic pathways. In cells and tissues where FATP2 is normally expressed (*i.e.* liver, intestine, and kidney), it appears to provide important roles in regulating the transport of exogenous fatty acids and in intracellular lipid homeostasis leading to structural and regulatory lipids and fatty acid mediators (Fig. 1) (1–5). The expression of FATP2 is controlled by both peroxisome proliferator–activated receptor α (PPARα) and FoxA1 (6, 7). Expression is increased in the liver under hypoxic conditions (8), in hepatocytes when Kupffer cells are depleted (9), and in hepatocytes under a high-fat diet (10).

**Figure 1.**
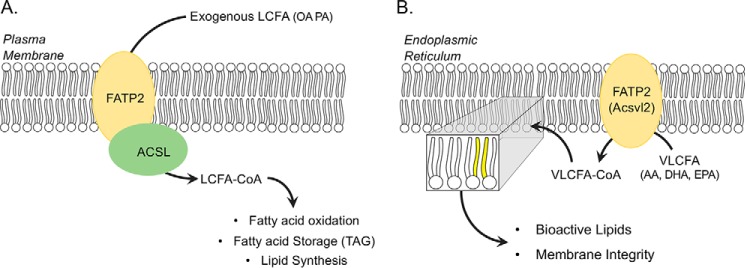
**Roles of FATP2 in fatty acid transport and very-long-chain fatty acid activation.** *A*, FATP2 functions at the plasma membrane in concert with a long-chain acyl-CoA synthetase (*ACSL*) to couple fatty acid transport and activation of long-chain fatty acids (*LCFA*; *e.g.* palmitate (*PA*) and oleate (*OA*)), resulting in LCFA-CoA, which enters downstream lipid metabolic pathways (*e.g.* fatty acid oxidation, fatty acid storage (triglycerides (*TAG*)), and lipid synthesis). *B*, FATP2 also functions as a very long chain acyl-CoA synthetase (Acsvl2) in the endoplasmic reticulum, where it activates VLCFAs (arachidonic acid (*AA*), docosahexaenoic acid (*DHA*), and eicosapentaenoic acid (*EPA*)). The resulting VLCFA-CoA enters downstream lipid metabolic pathways required for membrane integrity (shown as *yellow* acyl chains) and precursors for bioactive lipid synthesis.

Emerging evidence suggests that increased expression of FATP2 is linked to nonalcoholic fatty liver disease, renal disease, and some cancers (2, 11–13). Under conditions of lipid overload, increased expression of FATP2 in the liver leads to increased fat accumulation, inflammation, and organellar dysfunction (10, 14, 15). The selective inhibition of fatty acid (FA) transport using the FATP2-specific FA transport inhibitor, lipofermata, attenuates palmitate-induced lipotoxicity in HepG2 cells and depresses fatty acid absorption across the intestine in mice (2, 13, 16). In some cancers, the increased expression of FATP2 is correlated with the accumulation of triglyceride-rich lipid droplets and the promotion of metastasis, which may stem from increased FA transport (*e.g.* used for energy or membrane synthesis) or VLCFA activation for essential metabolic processes (*e.g.* membrane synthesis or synthesis of regulatory FA metabolites) (16–18). Polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs) are pathologically activated neutrophils and have increased expression of FATP2 that is associated with enhanced immunosuppressive activity (16, 19, 20). Deletion of FATP2 in PMN-MDSCs reduces tumor growth and is correlated with a reduction in the transport of arachidonic acid and the synthesis of prostaglandin E2 (16). The use of lipofermata slows tumor growth and proliferation, supporting the conclusion that FATP2 is specifically involved in regulating FA accumulation in PMN-MDSCs. In these different disease states, it is not fully understood how changes in FATP2 expression and/or activity (FA transport/VLCFA activation) specifically contribute to these pathologies.

Transporters and enzymes, including FATP2, do not act in isolation, but rather are essential in processes required to maintain metabolic homeostasis and, when dysfunctional through aberrant expression, contribute to different types of pathologies, including those noted above. Previous work from our laboratory defined the functional domains or motifs within the FATP family using directed mutagenesis of the yeast FATP orthologue, Fat1p (21). These studies showed that specific directed mutations within the two shared motifs, one required for ATP binding (ATP/AMP) and the other involved in fatty acid binding (FATP/VLACS), distinguished FA transport from VLCFA activation (21). When the mouse FATPs were expressed in a yeast strain defective in FA transport and activation, only the mouse FATP1, FATP2, and FATP4 functioned in FA uptake and VLCFA activation; FATP3, FATP5, and FATP6 did not function in FA uptake, further supporting the premise that functional elements within these proteins are distinguishable (22). Studies using mouse FATP1-FATP4 and FATP6-FATP4 protein chimeras expressed in yeast identified a 73-amino acid segment between the ATP/AMP and FATP/VLACS domains and common to FATP1 and FATP4 that contributes to FA transport (5, 23). The pivotal studies showing that the FA transport and VLCFA activation activities are distinct came from our studies addressing the role of FATP2 in trafficking exogenous fatty acids (3, 21). This study identified two splice variants of FATP2 (FATP2a/FATP2b) that functioned in FA transport and VLACS activation when expressed in yeast and 293T-REx cells; FATP2b lacks exon 2 that encodes the ATP/AMP binding domain and, while proficient in FA transport, was unable to activate VLCFAs (3, 21).

In the present work, we have used RNA-Seq to address the global impacts of deleting the *Fatp2* gene on the liver transcriptome to specifically understand how its expression influences the lipid metabolic landscape. Pathway enrichment analysis of the differentially expressed genes (DEGs) that were increased in the liver from FATP2-null mice (*Fatp2*^−/−^) showed enrichment in lipid metabolic pathways in the gene ontology categories of β-oxidation, peroxisome biogenesis, fatty acid biosynthesis, retinol metabolism, and arachidonic acid metabolism. These pathways are linked through PPARα, suggesting that FATP2 activity plays a unique role in the regulation of lipid metabolism in the liver, possibly through changes in the availability of a specific PPAR ligand. Natural ligands for PPARα include essential long-chain fatty acids (arachidonic and linoleic acid) and their metabolites.

## Results

### FATP2 is required for normal weight gain

Both male and female *Fatp2*^−/−^ mice gained less weight compared with their control counterparts over the 6-week experimental period from 5 to 11 weeks of age (Fig. 2, *A* and *B*). This was most notable for the males, where there was a 25% smaller weight gain for the *Fatp2*^−/−^ mice when compared with controls. The weight gain by females was 10% less in the *Fatp2*^−/−^ mice (Fig. 2*B*). FATP2 is highly expressed in the small intestine, and our previous results showed that control mice treated with the FATP2-specific inhibitor, lipofermata, were compromised in their ability to absorb dietary fatty acids (13), and thus, we expected that *Fatp2*^−/−^ mice would result in comparable outcomes. Male mice were fasted, and following the intraperitoneal injection of tyloxapol to inhibit lipoprotein lipase-dependent systemic fatty acid uptake, they were gavaged with 500 mg/kg uniformly ^13^C-labeled oleate (C_18:1_) in flaxseed oil. The *Fatp2*^−/−^ mice, compared with control, had a 60% reduction in fatty acid absorption 2 h after lipofermata treatment and a 37% reduction 6 h after absorption (Fig. 2*C*). It is worth speculating that the decreased absorption of dietary fatty acids may be a contributing factor to the lower weight gain reported above.

**Figure 2.**
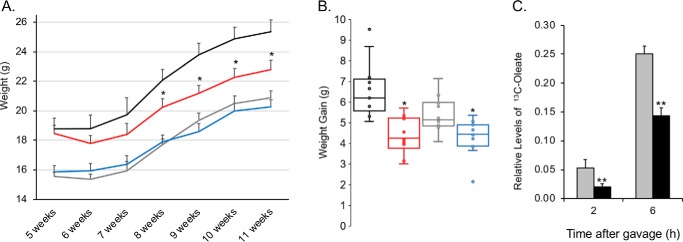
***Fatp2*^−/−^ mice gain less weight and have attenuated fatty acid absorption compared with the control mice (fed a standard chow diet).** *A*, weight gain of mice groups over the course of 6 weeks (beginning at 5 weeks of age until sacrifice at 11 weeks of age). Shown are control males (*black*) and females (*gray*) and *Fatp2*^−/−^ males (*red*) and females (*blue*); weight (g) ± S.D. (*error bars*) (*n* = 7); *, *p* ≤ 0.05 using Student's *t* test. *B*, quantification using box plots of weight gain over 6 weeks. Shown are control males (*black*) and females (*gray*) and *Fatp2*^−/−^ males (*red*) and females (*blue*); weight gain (g) ± S.D. (*n* = 7); *, *p* ≤ 0.05 using Student's *t* test. *C*, deletion of FATP2 attenuates fatty acid absorption. Male mice (control (*gray*) and *Fatp2*−/− (*black*)) were treated with 500 mg/kg [^13^C]oleate and then circulating blood levels of [^13^C]oleate measured after 2 and 6 h. Data are relative to ^12^C_18:1_ levels ± S.D. (*n* = 4); **, *p* ≤ 0.01 using Student's *t* test.

Analysis of blood chemistry showed reductions in both circulating glucose and triglycerides in male and female *Fatp2*^−/−^ mice (Table 1). These changes were accompanied by significant increases in total cholesterol in both male and female mice. Whereas there were reductions in circulating glucose and triglycerides in both male and female mice, these reductions were only significant in the female *Fatp2*^−/−^ mice. It is unknown whether the reduction in triglycerides was directly linked to decreased fatty acid absorption from the intestines in the *Fatp2*^−/−^ mice. Alanine aminotransferase and aspartate aminotransferase levels were unchanged, suggesting no major impact on liver function due to FATP2 deletion.

**Table 1:** ***In vivo* circulating levels of glucose, lipids, and liver enzymes taken from retro-orbital bleeds** Values shown are mean ± S.D., *n* = 7 in each group. NS, not significant; *, *p* ≤ 0.05; **, *p* ≤ 0.01. ALT, alanine aminotransferase; AST, aspartate aminotransferase.

Serum parameter	Male control	Male *Fatp2*^−/−^	*p*	Female control	Female *Fatp2*^−/−^	*p*
Glucose (mg/dl)	254.7 ± 32.3	240.1 ± 28.3	NS	252.9 ± 19.1	226.3 ± 21.9	1.54E−02*
Triglycerides (mg/dl)	76.2 ± 4.9	72.6 ± 6.0	NS	60.2 ± 5.2	53.8 ± 5.7	3.45E−02*
Cholesterol (mg/dl)	94.0 ± 8.7	116.6 ± 6.7	1.35E−07**	85.1 ± 5.1	94.7 ± 4.2	1.54E−04**
ALT (units/liter)	104.6 ± 67.8	94.9 ± 36.7	NS	53.3 ± 15.1	50.6 ± 16.8	NS
AST (units/liter)	142.7 ± 33.8	127.9 ± 32.7	NS	93.7 ± 12.3	107.0 ± 31.9	NS

### Liver transcriptomes from control and Fatp2^−/−^ mice are distinguishable

Whereas FATP2 is highly expressed in the liver and regulated by PPARα and FoxA1 (6, 24), its precise role in liver metabolism has not been fully established. 

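Liver RNA-Seq libraries of 4 male *Fatp2*-/-, 4 male control, 4 female *Fatp2*-/- and 4 female control mice, all 11 weeks of age, were analyzed. *Slc27a2*, the gene that encodes FATP2 (MGP_C57BL6NJ_G0026861, chromosome 2, 133905059 to 133941968), was lower in every *Fatp2*-/- library than in any control library of the same sex. In male livers it stood at 106 ± 6.48 CPM (TMM-normalized, S.D., n = 4) in *Fatp2*-/- mice and at 842 ± 34.9 CPM in controls, a log2 fold change of -2.99 (S.E. 0.09, edgeR adjusted p = 2.7e-08). In female livers it stood at 123 ± 33.1 CPM in *Fatp2*-/- mice and at 586 ± 47.3 CPM in controls, a log2 fold change of -2.25 (S.E. 0.22, edgeR adjusted p = 6.3e-04). The counts cover the whole gene and the null allele replaces only part of its exons, so reads from the exons that remain would also be counted. Summed over 12 skeletal muscle marker genes, the male *Fatp2*-/- library black693 held 3936 CPM and the female *Fatp2*-/- library black652 held 245 CPM, against at most 22.9 CPM in the other libraries. Summed over 18 pancreas and gut marker genes, the male *Fatp2*-/- libraries black638 and black693 held 409 and 256 CPM, against at most 181 CPM in the other libraries. The female control library black684 had the smallest total, 10657034 counts, and the most genes with a count, 27810, against at most 21862 in the others. Total counts per library ranged from 15546751 to 17872726 (median 16169774.5) in male *Fatp2*-/- mice and from 14354302 to 18061619 (median 15582382.5) in male controls. The range was 16755632 to 18237325 (median 17596034) in female *Fatp2*-/- mice and 10657034 to 15808320 (median 14351609) in female controls. These totals are counts assigned to genes, after mapping. The authors mapped the reads with TopHat2 2.0.12, counted them per gene with HTSeq 0.6.1 in union mode, and deposited counts and FPKM values for 41096 genes, of which 31507 had at least 1 count. The gene identifiers and coordinates of their table are those of a C57BL/6NJ annotation, whereas the paper names GRCm38, and they are given as the table has them. Genes with few counts were removed with edgeR's filterByExpr (minimum count 10), which kept 13111 genes in males and 13601 in females. The counts were normalized by TMM within each sex and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. CPM values use the TMM factors, and a standard error is the absolute log2 fold change divided by the square root of F.

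**Figure D1:**
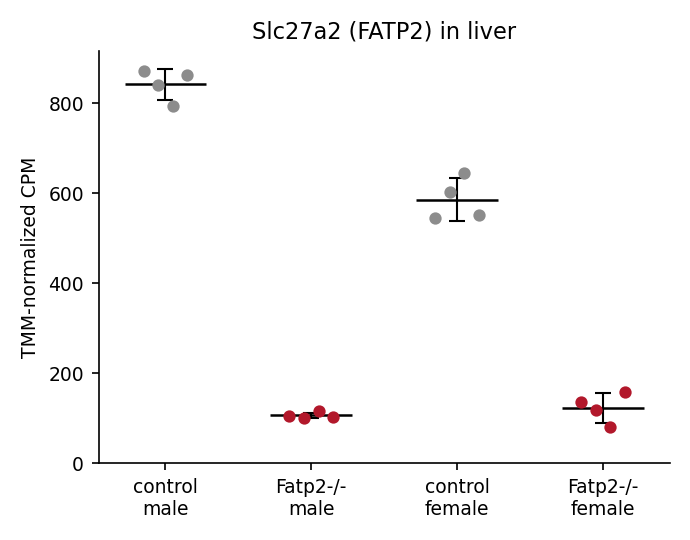
TMM-normalized CPM of *Slc27a2* in each liver library by sex and genotype. Points are mice, horizontal lines are means and error bars are S.D. (n = 4). The *Fatp2*-/- mice average 106 CPM in males and 123 CPM in females, below every control mouse of the same sex.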

As a first step in addressing the role of FATP2 in the liver, a nontargeted transcriptomic approach was employed; mRNA transcripts corresponding to 23,326 genes were identified and quantified (Tables S1–S3). The transcriptomes of both male and female mice of both genotypes (control and *Fatp2*^−/−^) were analyzed using an unsupervised principal component analysis (PCA) (Fig. 3*A*). The experimental groups were well-segregated and were differentially distinguished by both sex and genotype. Therefore, the male and female transcriptomes were further evaluated separately. 

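Livers of control males and control females differed at 1703 genes, of which 851 were higher and 852 lower in males (edgeR's quasi-likelihood test over all 16 mice, 14079 genes tested). All 24 measured genes of a list of male-biased liver genes were higher in control males (24 when adjusted over the list alone, camera adjusted p = 2.9e-04 with an estimated correlation). Among them, *Elovl3*, a fatty acid elongase, was higher in males by a log2 difference of 6.66 (S.E. 0.38, edgeR adjusted p = 2.7e-09). Of 32 genes of a list of female-biased liver genes, 27 were lower in control males (30 when adjusted over the list alone, with 1 higher, camera adjusted p = 4.1e-04 with an estimated correlation). Among these, *Cyp4a14*, a fatty acid hydroxylase, differed by -4.45 (S.E. 0.36, edgeR adjusted p = 4.2e-07), male minus female. A pseudo-F statistic on squared distances between log2 CPM profiles compared the spread between groups with that within them. It was 4.84 for the sex of the control mice, 2.22 for genotype in males and 2.11 for genotype in females. In each case the real grouping gave the largest of the 35 possible splits into 4 and 4 mice (exact permutation test, p = 0.029, the smallest p that this design allows). On counts scaled to library size without logs the separation by genotype did not pass, with pseudo-F 3.19 (exact permutation p = 0.086) in males and 1.75 (exact permutation p = 0.20) in females, and the same held for deposited FPKM values without logs (2.09, p = 0.17, and 1.66, p = 0.20, same test). In females the separation was also lost without black631 (1.93), black643 (1.65), black634 (1.77), black652 (1.83) or black656 (2.06), with exact permutation p from 0.086 to 0.14. The count between control sexes was 1022 without black675, 1100 without black695 and 3071 without black676, and with upper-quartile factors, which shift the median log2 difference by -0.10, it split into 608 higher and 1193 lower.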

We controlled for false discovery rates (FDR) using the Benjamini–Hochberg methods based on negative binomial distribution in DESeq (25). Volcano plots were generated showing -fold change (FC) and *p* values adjusted for FDR (Fig. 3*B*). Each plot illustrates DEGs that met the cut-offs for a *p* value (adjusted for FDR) of 0.05 and FC of 1.5. DEGs that were increased or decreased in expression and met the *p* value and FC cut-off (*p* ≤ 0.05 and |log_2_ FC| ≥ 1.5) are *colored red*, DEGs that only met the *p* value cut-off (*p* ≤ 0.05) are *colored blue*, DEGs that only met the FC cut-off (|log_2_ FC| ≥ 1.5) are *colored green*, and DEGs that met neither cut-off are *colored gray* (Fig. 4*B*). The male *Fatp2*^−/−^ mice had 258 total DEGs of which 188 were increased in expression and 70 decreased in expression relative to control values (Fig. 3*C* and Table S4). 

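In male *Fatp2*-/- livers, 224 genes were increased and 95 decreased in expression, 319 of the 13111 tested (edgeR adjusted p at most 0.05). Of these, 316 had no overlap between the 4 *Fatp2*-/- and 4 control mice. Chance gives this for 2.86% of unselected genes, but these genes were selected in the same mice, so it is no separate evidence. The largest increases with no overlap included the fatty acid hydroxylase genes *Cyp4a14* and *Cyp4a10* and the monoacylglycerol acyltransferase gene *Mogat1*. *Cidea*, which encodes a lipid droplet protein, ranged from 2.31 to 47.4 CPM in *Fatp2*-/- livers and reached at most 0.326 CPM in controls, where all 4 libraries together held 9 counts. Its ratio was 118 (95% counting interval 61.9 to 259, which covers counting error only), 51.6 without black650 and 201 without the control black662. *Slc39a5*, a zinc transporter, had a log2 fold change of 3.90 (S.E. 0.41, edgeR adjusted p = 5.9e-04), and *Gal3st1*, a galactosylceramide sulfotransferase, one of 3.72 (S.E. 0.43, edgeR adjusted p = 0.0013). Among the largest decreases beside *Slc27a2*, *Slco1a4*, an organic anion transporter, fell from 19.7 ± 10.1 to 2.42 ± 0.809 CPM (S.D., n = 4), with a log2 fold change of -3.02 (S.E. 0.36, edgeR adjusted p = 0.0014). *Enho*, which encodes adropin, had a log2 fold change of -2.64 (S.E. 0.35, edgeR adjusted p = 0.0027), and *Ntrk2*, the TrkB receptor gene, one of -3.02 (S.E. 0.62, edgeR adjusted p = 0.030). *Disp2*, which lies on chromosome 2 as *Slc27a2* does, had a log2 fold change of -3.13 (S.E. 0.57, edgeR adjusted p = 0.018). Of the 4 male *Fatp2*-/- libraries, black638 and black693 held marker RNA of pancreas or skeletal muscle, and without both of them 167 genes were increased and 38 decreased. Leaving out 1 mouse gave 158 genes without black638, 160 without black675, 168 without black650, 187 without black662 and 204 without black629. DESeq2 called 736 genes, 1 fit over all 16 mice called 160, and 68 of the 319 had an absolute log2 fold change of at least 1.5. With 1 mouse left out in turn, the call was lost for *Ntrk2* in males (6 of 8 fits, edgeR adjusted p from 0.056 to 0.094, the highest without black629) and *Disp2* in males (edgeR adjusted p = 0.070 without black638 and edgeR adjusted p = 0.057 without black675). Limma-voom and robust dispersions did not call *Cidea* and *Ntrk2* in males, and the fit with all 16 mice did not call *Ntrk2* and *Disp2* in males.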

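Of 13601 genes tested in female livers, 64 were increased and 26 decreased in *Fatp2*-/- mice (edgeR adjusted p at most 0.05). None of these 90 genes overlapped between the 4 *Fatp2*-/- and 4 control mice, which is no separate evidence for genes selected in the same mice. *Mup5*, which encodes a major urinary protein and may share reads with other members of its family, ranged from 1273 to 5003 CPM in female *Fatp2*-/- livers and from 5.41 to 80.2 CPM in female controls, a log2 fold change of 6.51 (S.E. 0.89, edgeR adjusted p = 0.0056). *Slc39a5* rose from 2.65 ± 1.51 to 60.3 ± 15.1 CPM (S.D., n = 4), with a log2 fold change of 4.50 (S.E. 0.34, edgeR adjusted p = 2.4e-04). *Serinc2*, a serine incorporator family gene, had a log2 fold change of 2.95 (S.E. 0.35, edgeR adjusted p = 0.0022). *Prom2*, which encodes prominin 2 and lies on chromosome 2 near *Slc27a2*, was increased at a low level, from 0.141 ± 0.105 to 6.22 ± 2.58 CPM (edgeR adjusted p = 6.5e-04). Its 4 control libraries together held 8 counts, and the ratio was 44.3 (95% counting interval 22.3 to 103). Among the decreases with no overlap the largest was in *Serpina12*, which encodes vaspin, from 86.4 ± 52.1 to 4.46 ± 2.57 CPM, a log2 fold change of -4.27 (S.E. 0.51, edgeR adjusted p = 0.0024). *Cish*, an inhibitor of cytokine signaling, had a log2 fold change of -2.35 (S.E. 0.33, edgeR adjusted p = 0.0064), and *Ntrk2* one of -3.54 (S.E. 0.64, edgeR adjusted p = 0.032). The female *Fatp2*-/- library black652 held skeletal muscle marker RNA, and without it 59 genes passed. Without black643, black656, black631 and black634 in turn, 46, 49, 52 and 53 genes passed, against 90 with all 8 mice. DESeq2 called 287 genes, a fit with no filter on low counts 255 and 1 fit over all 16 mice 180, and 49 of the 90 had an absolute log2 fold change of at least 1.5. Leaving out single mice, the call was lost for *Ntrk2* in females (5 of 8 fits, edgeR adjusted p from 0.064 to 0.13, the highest without black634). Pooling all 16 mice in 1 fit did not call *Cish* in females, and limma-voom did not call *Ntrk2* in females.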

The impact of genotype was less pronounced in the female mice with a total of 91 DEGs, of which 73 were increased and 18 decreased in expression (Fig. 3*D*). 

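Both sexes shared 53 genes that passed in the same direction, 47 increased and 6 decreased, among the 12945 genes tested in both (edgeR in each sex). No gene passed in opposite directions by edgeR or limma-voom, 1 did by DESeq2, and 16 had an unadjusted edgeR p under 0.05 in both sexes with opposite signs. With 12945 genes tested, chance alone also gives some genes of this last kind. Independent lists of these lengths would share 2.03 genes (one-sided Fisher exact test, p = 1.1e-65), and the sexes have no library in common. The shared increases included genes of peroxisomal β-oxidation (*Ehhadh*, *Acaa1b*) and fatty acid hydroxylases (*Cyp4a10*, *Cyp4a14*). *Crat*, the carnitine acetyltransferase gene, rose from 34.7 ± 4.59 to 115 ± 7.13 CPM (S.D., n = 4) in males, a log2 fold change of 1.72 (S.E. 0.11, edgeR adjusted p = 1.4e-05), and from 45.8 ± 17.3 to 121 ± 17.3 CPM in females, a log2 fold change of 1.41 (S.E. 0.26, edgeR adjusted p = 0.034). *Gal3st1* had a log2 fold change of 2.46 (S.E. 0.33, edgeR adjusted p = 0.0048) in females. The 6 shared decreases included *Slc27a2*, *Serpina12*, *Ntrk2* and *Tifa*. Of 313 male DEGs tested in both sexes, 281 (89.8%) had the same sign in females, and of 84 female DEGs, 76 (90.5%) had the same sign in males. Across genes, which are not independent replicates, the log2 fold changes of the sexes had a Pearson r of 0.43 over all genes tested in both and 0.80 over the 344 that passed in either. The shared count was 28 without black656, 31 without black643 and 33 without black631 or without black634. It was 132 with DESeq2, 107 with no filter on low counts, and 25 at an absolute log2 fold change of at least 1.5. When each mouse was left out in turn, the call was lost for *Crat* in females (5 of 8 fits, edgeR adjusted p from 0.072 to 0.14, the highest without black643), *Ntrk2* in males (6 of 8 fits, edgeR adjusted p from 0.056 to 0.094, the highest without black629), *Ntrk2* in females (5 of 8 fits, edgeR adjusted p from 0.064 to 0.13, the highest without black634) and *Tifa* in females (edgeR adjusted p = 0.052 without black652). Limma-voom did not call *Ntrk2* in males and *Ntrk2* in females, and robust dispersions and 1 fit over all 16 mice did not call *Ntrk2* in males.

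**Figure D2:**
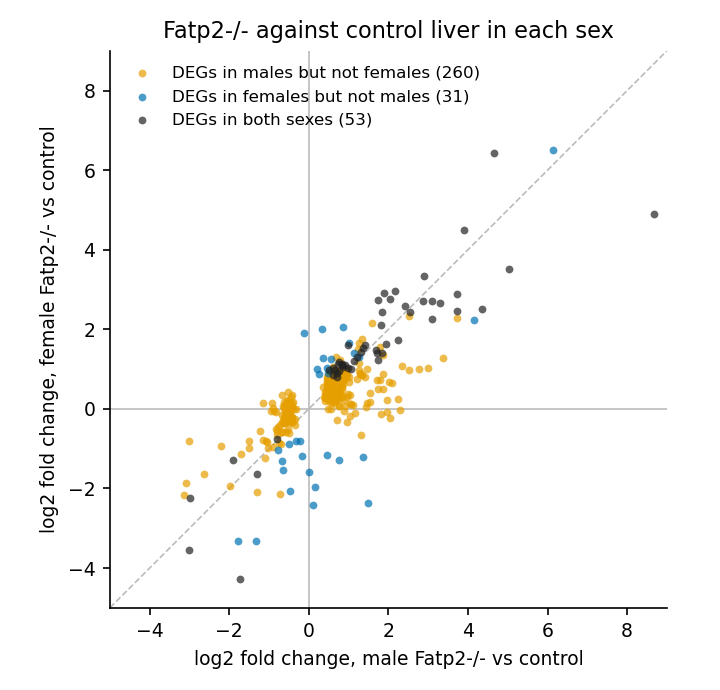
Log2 fold change (*Fatp2*-/- against control) in males on the horizontal axis and in females on the vertical axis, for genes tested in both sexes that passed in at least 1. Points are genes, and the dashed line marks equal change. The 53 genes that passed in both sexes all lie in the upper right or lower left quadrant.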

There were only 59 DEGs shared between male and female *Fatp2*^−/−^ mice, and of these, 52 were increased and 7 decreased. These data may suggest some phenotypic differences in FATP2 activities that may be sex-dependent.

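A test of the difference between the sexes (male change minus female change, edgeR's quasi-likelihood test over all 16 mice) called 1 of 14079 genes at an adjusted p of 0.05. An unadjusted p under 0.05 was found for 860, and chance alone gives it for a share of 0.05 of the genes tested. The gene called was *Cyp4a14*, whose log2 fold change was larger in males by 3.76 (S.E. 0.46, edgeR adjusted p = 0.0034). *Gnai1*, a G protein subunit, differed by 2.32 (S.E. 0.40, edgeR adjusted p = 0.16), *Serpina12* by 2.53 (S.E. 0.52, edgeR adjusted p = 0.27) and the nucleotidase gene *Nt5e* by 1.24 (S.E. 0.24, edgeR adjusted p = 0.23), male minus female, and none of these passed. DESeq2 called 31 genes, the fit with no filter on low counts 18, and the fit without black655 2. The fit with no filter on low counts called *Gnai1* and *Serpina12* for the difference between sexes, and DESeq2 called *Gnai1*, *Serpina12* and *Nt5e* for the difference between sexes.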

**Figure 3.**
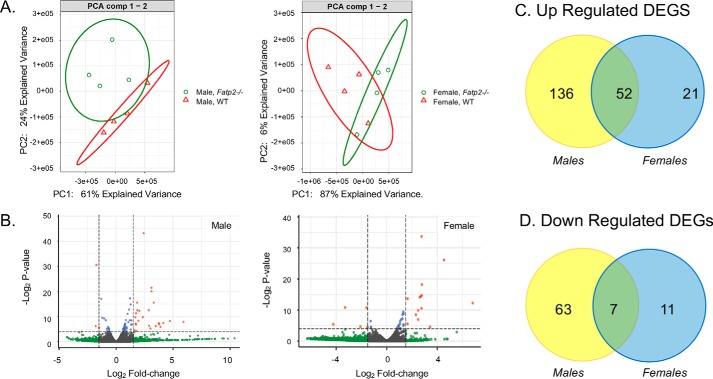
**WT and *Fatp2*^−/−^ liver transcriptomes are distinguishable.** *A*, PCA plots of gene counts from the liver transcriptomes from control (*red*) and *Fatp2*^−/−^ (*green*) male (*left*) and female (*right*) mice using unsupervised clustering (*n* = 4). *B*, volcano plots of genes from *Fatp2*^−/−^ male (*left*) and female (*right*) liver tissue generated using a log_2_ -fold change and corrected *p* values of the genes in the male and female RNA-Seq data. The genes in *red* meet both the *p* value cut-off (*p* ≤ 0.05) and log_2_ -fold change cut-off (≥1.5); genes in *blue* meet the *p* value cut-off but not log_2_ -fold change; and those in *gray* do not meet either the *p* value or the log_2_ -fold change threshold. (*n* = 4). *C*, up-regulated DEGs in the liver from male (*yellow*) and female (*blue*) *Fatp2*^−/−^ mice with 52 in common. *D*, down-regulated DEGs in the liver from male (*yellow*) and female (*blue*) *Fatp2*^−/−^ mice with seven in common.

**Figure 4.**
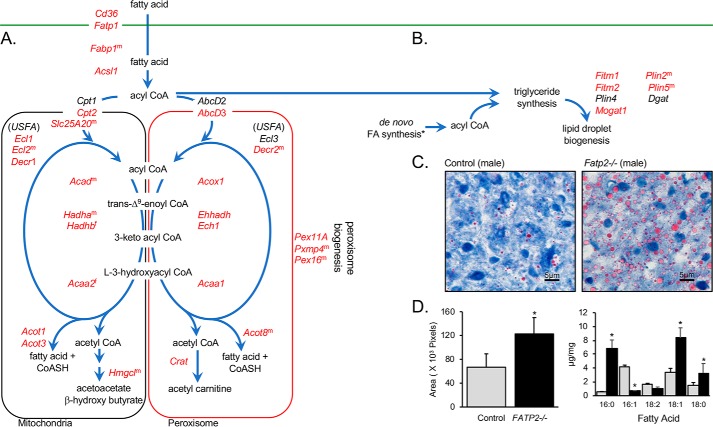
**DEGs in fatty acid transport, trafficking and oxidation, lipid droplet biogenesis, and peroxisome biogenesis correlate with increased size of lipid droplets in the *Fatp2*^−/−^ liver.** *A*, increased expression of genes (*red*) encoding proteins involved in fatty acid transport, trafficking, β-oxidation (mitochondrial (*left*) and peroxisomal (*right*)), and peroxisome biogenesis pathways. *B*, DEGs enriched in the pathways leading to triglyceride and lipid droplet biogenesis. For *A* and *B*, DEGs increased in expression are colored in *red*; for genes noted with *superscript m* or *f*, expression changed only in male or female mice, respectively; genes noted in *black* were detected but were unchanged between the control and *Fatp2*^−/−^ mice. *C*, control (*left*) and *Fatp2*^−/−^ (*right*) liver sections stained with Oil Red O; images are representative of *n* = 4 mice. *D*, quantification of Oil Red O staining (*left*, indicative of lipid droplets) as noted in Fig. 4*C* using ImageJ software; data are ± S.D. (*error bars*) (*n* = 4). Quantification of neutral lipids (*right*) as fatty acid methyl esters from control (*gray*) and *Fatp2*^−/−^ (*black*) liver (μg of FA/mg of tissue ± S.D. (*n* = 4); *, *p* ≤ 0.05 from Student's *t* test.

### KEGG enrichment analysis reveals increased expression of lipid metabolic genes in the Fatp2^−/−^ liver

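Genes of fatty acid metabolism were tested as lists in each sex, beside lists on other liver functions, other cell types and other tissues. With camera at a preset correlation of 0.01, 24 of 37 lists passed in males (16 higher and 8 lower in *Fatp2*-/- mice) and 23 of 37 in females (18 higher and 5 lower). With an estimated correlation 4 passed in males, the PPAR signaling pathway, lipid droplet and triglyceride synthesis, canonical PPARα targets, and fatty acid uptake and activation. In females 6 passed with an estimated correlation, canonical PPARα targets, peroxisomal β-oxidation, the PPAR signaling pathway, fatty acid uptake and activation, fatty acid degradation, and mitochondrial β-oxidation and ketogenesis. All of these were higher in *Fatp2*-/- mice. Other splits of the same mice gave up to 21 lists in males and up to 23 in females at the preset correlation, so the p-values with an estimated correlation are the ones given for each list. The lists were written from general knowledge before the counts were examined but after the paper's Table S4 was read, so they are not independent evidence of a direction. Many genes are members of several lists.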

The DEGs with increased expression clustered into several KEGG pathways related to fatty acid metabolism that included fatty acid degradation, PPAR signaling, peroxisome biogenesis, unsaturated fatty acid biosynthesis, retinol metabolism, and arachidonic acid metabolism (Table 2). Of the 258 DEGs with increased expression in male *Fatp2*^−/−^ mice, 107 clustered similarly into six KEGG enrichment pathways related to fatty acid metabolism: fatty acid degradation (18 genes), peroxisome biogenesis (20 genes), PPAR signaling (20 genes), retinol metabolism (11 genes), arachidonic acid metabolism (10 genes), and unsaturated fatty acid biosynthesis (8 genes) (Table 2). 

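In male *Fatp2*-/- livers, of the fatty acid degradation list 17 of 39 measured genes rose and 2 fell (26 and 3 when adjusted over the list alone, camera adjusted p = 0.076 with an estimated correlation). *Aldh3a2*, which encodes a fatty aldehyde dehydrogenase, rose from 214 ± 9.19 to 718 ± 155 CPM (S.D., n = 4), with a log2 fold change of 1.75 (S.E. 0.15, edgeR adjusted p = 1.6e-04), and *Aldh1b1*, a mitochondrial aldehyde dehydrogenase gene, fell, with -0.60 (S.E. 0.11, edgeR adjusted p = 0.014). Of the PPAR signaling pathway, 21 of 63 measured genes rose and 1 fell (31 and 1 when adjusted over the list alone, camera adjusted p = 0.028 with an estimated correlation), and the gene that fell was *Slc27a2*. Among genes of peroxisome biogenesis and the peroxisomal membrane, 5 of 30 measured genes rose and the others did not pass (5 higher when adjusted over the list alone, camera adjusted p = 0.30 with an estimated correlation). This list is smaller than the paper's KEGG term, and genes of peroxisomal β-oxidation were tested as a list of their own. Its count is therefore not comparable with the paper's. *Pex19*, a receptor for peroxisomal membrane proteins, had a log2 fold change of 0.47 (S.E. 0.09, edgeR adjusted p = 0.025), and *Abcd3*, a peroxisomal fatty acid transporter, one of 0.83 (S.E. 0.11, edgeR adjusted p = 0.0030). For unsaturated fatty acid biosynthesis and elongation, 7 of 27 measured genes rose and the others did not pass (14 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.098 with an estimated correlation). In fits without 1 of the mice, the call was lost for *Aldh1b1* in males (edgeR adjusted p = 0.062 without black638 and edgeR adjusted p = 0.053 without black650) and *Pex19* in males (6 of 8 fits, edgeR adjusted p from 0.058 to 0.11, the highest without black675). The fit with all 16 mice did not call *Aldh1b1* and *Pex19* in males.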

Of the 91 DEGs from the female *Fatp2*^−/−^ mice, 81 were likewise clustered into the same six KEGG enrichment pathways: fatty acid degradation (17 genes), PPAR signaling (15 genes), peroxisome biogenesis (13 genes), retinol metabolism (7 genes), arachidonic acid metabolism (5 genes), and unsaturated fatty acid biosynthesis (5 genes) (Table 2).

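In female *Fatp2*-/- livers, of the fatty acid degradation list 11 of 41 measured genes rose and the others did not pass (22 higher when adjusted over the list alone, camera adjusted p = 0.049 with an estimated correlation). *Acadl*, the long-chain acyl-CoA dehydrogenase gene, rose from 146 ± 20.7 to 271 ± 25.0 CPM (S.D., n = 4), and *Aldh3a2* had a log2 fold change of 1.22 (S.E. 0.19, edgeR adjusted p = 0.016). Of the PPAR signaling pathway, 12 of 64 measured genes rose and 1 fell (18 and 2 when adjusted over the list alone, camera adjusted p = 0.038 with an estimated correlation), and the gene that fell was again *Slc27a2*. Among genes of peroxisome biogenesis and the peroxisomal membrane, 1 of 30 measured genes rose and the others did not pass (2 higher when adjusted over the list alone, camera adjusted p = 0.38 with an estimated correlation). The gene that rose was *Abcd3*, with a log2 fold change of 1.13 (S.E. 0.19, edgeR adjusted p = 0.022). As in males, the list is smaller than the paper's KEGG term, so its count is not comparable with the paper's. Genes of peroxisomal β-oxidation were tested as a list of their own. For unsaturated fatty acid biosynthesis and elongation, 6 of 27 measured genes rose and the others did not pass (8 higher when adjusted over the list alone, camera adjusted p = 0.084 with an estimated correlation). Its members that rose included *Elovl3*, a fatty acid elongase gene, from 5.78 ± 3.50 to 23.2 ± 3.15 CPM (log2 fold change 2.01 (S.E. 0.34, edgeR adjusted p = 0.023)). Under removal of single mice, the call was lost for *Acadl* in females (7 of 8 fits, edgeR adjusted p from 0.062 to 0.17, the highest without black643), *Aldh3a2* in females (4 of 8 fits, edgeR adjusted p from 0.050 to 0.075, the highest without black643), *Abcd3* in females (4 of 8 fits, edgeR adjusted p from 0.085 to 0.11, the highest without black643) and *Elovl3* in females (6 of 8 fits, edgeR adjusted p from 0.056 to 0.099, the highest without black643).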

**Table 2:** **KEGG pathway enrichment of DEGs in male and female *Fatp2*^−/−^ mouse liver (*n* = 4)**

Term	Male and female DEGs	Male DEGs	Female DEGs	Total gene pathway
Fatty acid degradation	11	18	17	49
Peroxisome biogenesis	12	20	13	81
PPAR signaling	12	20	15	82
Biosynthesis of unsaturated fatty acids	5	8	5	25
Retinol metabolism	5	11	7	88
Arachidonic acid metabolism	3	10	5	90

To further examine the impact of deleting FATP2 in the liver, we next focused our analyses on specific pathways connected to fatty acid transport, trafficking, and oxidation (Fig. 4). 

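*Cd36*, which encodes a membrane protein that takes up fatty acids, rose from 17.5 ± 1.44 to 103 ± 27.3 CPM (S.D., n = 4) in male *Fatp2*-/- livers, a log2 fold change of 2.55 (S.E. 0.18, edgeR adjusted p = 3.9e-05), and from 32.2 ± 7.32 to 173 ± 26.4 CPM in female livers, 2.43 (S.E. 0.20, edgeR adjusted p = 2.4e-04). *Slc27a1*, the gene of FATP1, had log2 fold changes of 1.93 (S.E. 0.15, edgeR adjusted p = 5.6e-05) in males and 1.62 (S.E. 0.21, edgeR adjusted p = 0.0037) in females. *Acsl1*, a long-chain acyl-CoA synthetase gene, had 0.98 (S.E. 0.12, edgeR adjusted p = 0.0015) in males and 1.03 (S.E. 0.20, edgeR adjusted p = 0.043) in females. *Fabp1*, which encodes a cytosolic fatty acid-binding protein and was among the most abundant of these transcripts, rose from 2781 ± 489.5 to 4381 ± 580.0 CPM in males, 0.66 (S.E. 0.15, edgeR adjusted p = 0.042), and had 0.40 (S.E. 0.29, edgeR adjusted p = 0.59) in females. Fitted with 1 mouse fewer, the call was lost for *Acsl1* in females (7 of 8 fits, edgeR adjusted p from 0.068 to 0.18, the highest without black643) and *Fabp1* in males (7 of 8 fits, edgeR adjusted p from 0.052 to 0.14, the highest without black675). Upper-quartile factors and 1 fit over all 16 mice did not call *Fabp1* in males.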

Of interest was the finding that genes encoding fatty acid–binding protein 1 (*Fabp1*), CD36/fatty acid translocase (*Cd36*/*Fat*), *Fatp1*, and *Acsl1* each had 1.6- to nearly 6-fold increased expression in the *Fatp2*^−/−^ mice (Table 3 and Fig. 4*A*). CD36, FATP1, and Acsl1 function in the fatty acid transport pathway, as evidenced by studies showing that their heterologous overexpression increases fatty acid transport (26, 27). The deletion of FATP2 in the liver suggests there may be compensation at the level of fatty transport, as reflected by the nearly 4-fold and 6-fold increased expression of *Fatp1* and *Cd36*, respectively, and possibly *Fabp1*, which was increased 1.6-fold.

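Of genes of fatty acid uptake and activation, in males 9 of 30 measured genes rose and 1 fell (13 and 1 when adjusted over the list alone, camera adjusted p = 0.031 with an estimated correlation), and in females 3 of 30 measured genes rose and 1 fell (6 and 1 when adjusted over the list alone, camera adjusted p = 0.038 with an estimated correlation). The gene that fell in each sex was *Slc27a2*. Of the 5 members of the *Slc27a* family that were measured, *Slc27a1* passed as higher in both sexes and 3 did not pass. *Slc27a4*, the gene of FATP4, had a log2 fold change of 0.39 (S.E. 0.12, edgeR adjusted p = 0.14) in males and 0.57 (S.E. 0.33, edgeR adjusted p = 0.53) in females. *Acsl5*, another long-chain acyl-CoA synthetase gene, had 0.48 (S.E. 0.10, edgeR adjusted p = 0.025) in males and 0.82 (S.E. 0.35, edgeR adjusted p = 0.42) in females. *Acss2*, which encodes an acetyl-CoA synthetase, rose in males, with 0.81 (S.E. 0.12, edgeR adjusted p = 0.0049). With 1 mouse left out in turn, the call was lost for *Acsl5* in males (4 of 8 fits, edgeR adjusted p from 0.069 to 0.087, the highest without black638). A fit of the 16 mice together did not call *Acsl5* and *Acss2* in males.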

**Table 3:** **Selected DEGs in *Fatp2*^−/−^ mouse liver showing -fold change compared with WT** FC, -fold change; NS, not significant.

Gene	Description	Males		Females	
		FC	*p*	FC	*p*
**Fatty acid transport and trafficking**					
*Cd36*	CD36/FAT	5.9	7.18E−10	5.5	2.95E−23
*Fabp1*	Fatty acid–binding protein 1	1.6	7.11E−03		NS
*Fatp1*	Fatty acid transport protein 1	3.8	1.38E−22	3.1	2.22E−06
*Acsl1*	Acyl-CoA synthetase long-chain 1	2.0	4.62E−09	2.1	2.28E−04
**Fatty acid oxidation**					
Mitochondrial					
*Cpt2*	Carnitine palmitoyltransferase 2	1.5	2.52E−03	2.0	1.42E−03
*Slc25A20*	Solute carrier family 25A20	1.8	8.63E−06		NS
*AcadM*	Acyl-CoA dehydrogenase medium chain	NS		2.0	9.01E−04
*AcadL*	Acyl-CoA dehydrogenase long chain	NS		1.9	6.42E−03
*HadhA*	Hydroxyacyl-CoA dehydrogenase A	1.4	4.33E−02	NS	
*HadhB*	Hydroxyacyl-CoA dehydrogenase B		NS	1.8	4.46E−02
*Acaa2*	Acetyl-CoA acyltransferase 2		NS	1.8	1.78E−02
*Acot1*	Acyl-CoA thioesterase 1	8.6	9.68E−19	6.8	6.29E−30
*Acot3*	Acyl-CoA thioesterase 3	8.1	1.18E−03	2.1	4.16E−02
*Hmgcl*	3-Hydroxy-3-methylglutaryl-CoA lyase	1.5	1.30E−02		NS
*Ecl1*	Enoyl-CoA Δ-isomerase 1	1.8	2.26E−09	1.9	5.37E−06
*Ecl2*	Enoyl-CoA Δ-isomerase 2	2.0	7.05E−12		NS
*Decr1*	2,4-Dienoyl CoA reductase 1	1.7	6.07E−05	2.0	1.61E−03
*Etfdh*	Electron-transferring flavoprotein	NS		1.9	5.34E−03
Peroxisomal					
*AbcD3*	ATP-binding cassette D3	1.8	2.10E−06	2.2	2.21E−05
*Acox1*	Acyl-CoA oxidase 1, palmitoyl	2.3	9.75E−15	2.5	1.69E−06
*Acaa1A*	Acetyl-CoA acyltransferase 1A	1.6	3.34E−04	1.8	4.39E−02
*Acaa1B*	Acetyl-CoA acyltransferase 1B	3.5	1.42E−14	4.4	5.74E−18
*Ecl1*	Enoyl-CoA Δ-isomerase 1	1.8	2.26E−09	1.9	5.37E−06
*Ecl2*	Enoyl-CoA Δ-isomerase 2	2.0	7.05E−12		NS
*Ehhadh*	Enoyl-CoA, hydratase/dehydrogenase	5.4	3.57E−40	6.1	1.75E−11
*Acot8*	Acyl-CoA thioesterase 8	1.8	1.14E−04		NS
*Crat*	Carnitine acetyltransferase	3.3	1.32E−26	2.7	3.94E−07
*Decr2*	2–4-Dienoyl-CoA reductase 2	1.6	6.82E-04		NS
**Fatty acid synthesis**					
*Me1*	Malic enzyme 1, NADP^+^-dependent	1.7	1.40E−02		NS
*Scd1*	Stearoyl-CoA desaturase 1	1.9	3.77E−02		NS
*Elovl5*	Fatty acyl-CoA elongase 5	1.4	3.69E−02		NS
**Lipid body biogenesis**					
*Fitm1*	Fat storage-inducing transmembrane protein1	3.4	4.54E−05	6.8	5.91E−12
*Fitm2*	Fat storage–inducing transmembrane protein2	1.9	1.76E−06		NS
*Plin2*	Perilipin 2	2.0	5.72E−09		NS
*Plin5*	Perilipin 5	1.9	1.19E−06		NS
*Mogat1*	Acyl-CoA:monoacylglycerol acyltransferase	26.4	2.30E−06	111.2	1.02E−09
**Arachidonic acid metabolism**					
*Pla2*	Phospholipase A2	1.7	4.90E−05		NS
*Cyp4A10*	Cytochrome P450, family 4a10	32.9	1.75E−52	11.6	2.52E−10
*Cyp4A14*	Cytochrome P450, family 4a14	407.3	2.47E−63	30.5	5.74E−18
*Cyp4A32*	Cytochrome P450, family 4a32	20.9	6.22E−08	5.9	4.45E−05
**Retinol metabolism**					
*Dhrs4*	Dehydrogenase/reductase member 4	1.6	5.13E−07	1.9	8.86E−06
*Aldh1A1*	Aldehyde dehydrogenase 1A1		NS	2.1	2.40E−03
*Retsat*	Retinol saturase, *trans*-retinol 13,14-reductase	3.7	3.22E−15	7.7	1.45E−12
**Peroxisome biogenesis**					
*Pex11A*	Peroxisomal biogenesis factor 11A	2.3	3.88E−08	2.1	1.63E−03
*Pex16*	Peroxisomal biogenesis factor 16	1.5	8.37E−03		NS
*PxmP4*	Peroxisomal membrane protein	1.6	5.36E−04		NS

Coincident with increased expression of genes involved in fatty acid transport (*Cd36 and Fatp1*), trafficking (*Fabp1*), and activation (*Acsl1*), expression of mitochondrial and peroxisomal β-oxidation genes were also increased in the *Fatp2*^−/−^ liver (Fig. 4*A*). This suggests that deletion of *Fatp2* results in induction of fatty acid oxidation pathways in liver. Among these, there were notable sex-specific differences in the expression of several genes in the β-oxidation pathway (*e.g. Hmgcl*, *Acot8*, *Acad*, and *HadhB*) and in peroxisome biogenesis and function (*Pxmp4* and *Pex16*), whereby the fatty acid oxidation genes were more highly expressed in males over females. This seems to correlate with the sex-specific differences in weight gain (Table 3 and Fig. 2).

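Of genes of mitochondrial β-oxidation and ketogenesis, in males 10 of 31 measured genes rose and the others did not pass (19 higher when adjusted over the list alone, camera adjusted p = 0.12 with an estimated correlation), and in females 3 of 32 measured genes rose and the others did not pass (19 higher when adjusted over the list alone, camera adjusted p = 0.049 with an estimated correlation). *Slc25a20*, the carnitine-acylcarnitine translocase gene, rose from 96.8 ± 10.8 to 171 ± 17.4 CPM (S.D., n = 4) in males, a log2 fold change of 0.82 (S.E. 0.11, edgeR adjusted p = 0.0026), and had 0.76 (S.E. 0.18, edgeR adjusted p = 0.13) in females. *Cpt2*, which encodes the carnitine palmitoyltransferase of the inner membrane, had log2 fold changes of 0.62 (S.E. 0.09, edgeR adjusted p = 0.0031) in males and 0.99 (S.E. 0.20, edgeR adjusted p = 0.067) in females. *Decr1*, the mitochondrial dienoyl-CoA reductase gene, rose in both sexes, with 0.75 (S.E. 0.08, edgeR adjusted p = 9.7e-04) in males and 0.95 (S.E. 0.16, edgeR adjusted p = 0.023) in females. *Eci1*, an enoyl-CoA isomerase gene, had 0.86 (S.E. 0.09, edgeR adjusted p = 5.4e-04) in males and 0.91 (S.E. 0.18, edgeR adjusted p = 0.052) in females. Leaving out single mice, the call was lost for *Decr1* in females (6 of 8 fits, edgeR adjusted p from 0.058 to 0.11, the highest without black631). When each mouse was left out in turn, *Cpt2* in females (edgeR adjusted p = 0.029 without black676 and edgeR adjusted p = 0.048 without black684) and *Eci1* in females (edgeR adjusted p = 0.039 without black684) passed. DESeq2 and the fit with all 16 mice called *Slc25a20*, *Cpt2* and *Eci1* in females, upper-quartile factors called *Cpt2* in females, the fit with no filter on low counts called *Cpt2* and *Eci1* in females, and RLE size factors and limma-voom called *Eci1* in females. The fit with all 16 mice did not call *Cpt2* in males.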

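The acyl-CoA dehydrogenase gene *Acadm* had log2 fold changes of 0.50 (S.E. 0.10, edgeR adjusted p = 0.025) in males and 0.97 (S.E. 0.18, edgeR adjusted p = 0.036) in females, and its relative *Acadl* had 0.48 (S.E. 0.11, edgeR adjusted p = 0.051) and 0.90 (S.E. 0.17, edgeR adjusted p = 0.037). *Hadhb*, a subunit gene of the mitochondrial trifunctional protein, had 0.46 (S.E. 0.09, edgeR adjusted p = 0.031) in males and 0.79 (S.E. 0.17, edgeR adjusted p = 0.10) in females. The thioesterase gene *Acot8* had 0.86 (S.E. 0.11, edgeR adjusted p = 0.0018) in males and 0.62 (S.E. 0.17, edgeR adjusted p = 0.19) in females. For *Pxmp4*, which encodes a peroxisomal membrane protein, the values were 0.68 (S.E. 0.14, edgeR adjusted p = 0.027) and 0.42 (S.E. 0.16, edgeR adjusted p = 0.39), and for the peroxin gene *Pex16* 0.58 (S.E. 0.12, edgeR adjusted p = 0.037) and 0.38 (S.E. 0.20, edgeR adjusted p = 0.48). The difference between the sexes did not pass for any of the 6 genes (edgeR's test of males minus females over all 16 mice, adjusted p from 0.79 to 0.91). It was -0.48 (S.E. 0.19) for *Acadm*, -0.42 (S.E. 0.20) for *Acadl*, -0.34 (S.E. 0.19) for *Hadhb*, 0.22 (S.E. 0.19) for *Acot8* and 0.25 (S.E. 0.21) for *Pxmp4*, negative where the change was larger in females. In fits without 1 of the mice, the call was lost for *Acadm* in males (6 of 8 fits, edgeR adjusted p from 0.050 to 0.10, the highest without black675), *Acadm* in females (7 of 8 fits, edgeR adjusted p from 0.056 to 0.16, the highest without black631), *Acadl* in females (7 of 8 fits, edgeR adjusted p from 0.062 to 0.17, the highest without black643), *Hadhb* in males (6 of 8 fits, edgeR adjusted p from 0.069 to 0.12, the highest without black675), *Pxmp4* in males (4 of 8 fits, edgeR adjusted p from 0.056 to 0.088, the highest without black638) and *Pex16* in males (6 of 8 fits, edgeR adjusted p from 0.074 to 0.12, the highest without black650). Under removal of single mice, *Acadl* in males (edgeR adjusted p = 0.0044 without black655) passed. RLE size factors, the fit with no filter on low counts, a filter of at least 10 counts in every library, limma-voom and robust dispersions called *Acadl* in males, DESeq2 called *Acadl* in males and *Hadhb* and *Acot8* in females, and pooling all 16 mice in 1 fit called *Hadhb* and *Acot8* in females. Pooling all 16 mice in 1 fit did not call *Acadm*, *Hadhb* and *Pex16* in males.

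**Figure D3:**
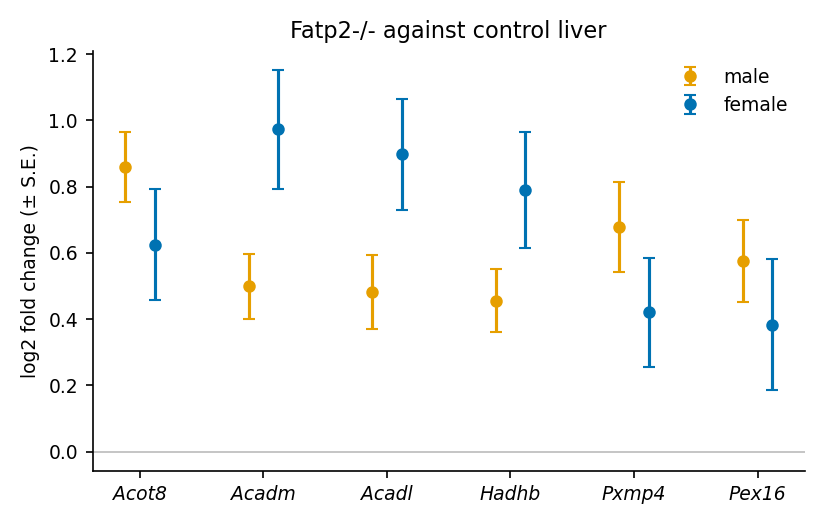
Log2 fold change (*Fatp2*-/- against control) of 6 genes in males and in females. Points are fitted values with S.E. bars from 4 *Fatp2*-/- and 4 control mice of each sex, and *Acadm*, *Acadl* and *Hadhb* lie higher in females.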

In the context of peroxisomal β-oxidation, there was also increased expression of key genes involved in peroxisomal fatty acid oxidation and proliferation (*e.g. Pex11a*, *Pex16*, *Pxmp4*, *Acaa1a*, *Acaa1b*, *Acot8*, *Acox1*, *Decr2*, *Ech1*, *Ehhadh*, and *Hacl1*). 

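*Ehhadh*, the peroxisomal bifunctional enzyme gene, rose from 204 ± 17.0 to 1090 ± 144 CPM (S.D., n = 4) in male *Fatp2*-/- livers, a log2 fold change of 2.42 (S.E. 0.12, edgeR adjusted p = 1.7e-06), and from 281 ± 69.5 to 1676 ± 402 CPM in female livers, 2.58 (S.E. 0.26, edgeR adjusted p = 6.5e-04). The thiolase gene *Acaa1b* had log2 fold changes of 1.82 (S.E. 0.14, edgeR adjusted p = 7.9e-05) in males and 2.11 (S.E. 0.29, edgeR adjusted p = 0.0057) in females, and may share reads with its paralog *Acaa1a*. *Pex11a*, which encodes a protein of peroxisome proliferation, had 1.45 (S.E. 0.14, edgeR adjusted p = 4.0e-04) in males and 1.00 (S.E. 0.23, edgeR adjusted p = 0.12) in females. *Hacl1*, a gene of peroxisomal α-oxidation, rose in males, with 0.62 (S.E. 0.11, edgeR adjusted p = 0.013), and *Decr2*, the peroxisomal dienoyl-CoA reductase gene, with 0.69 (S.E. 0.13, edgeR adjusted p = 0.024). Of genes of peroxisomal β-oxidation, in males 16 of 33 measured genes rose and 1 fell (22 and 1 when adjusted over the list alone, camera adjusted p = 0.076 with an estimated correlation), and in females 9 of 34 measured genes rose and 1 fell (19 and 1 when adjusted over the list alone, camera adjusted p = 0.038 with an estimated correlation). Fitted with 1 mouse fewer, the call was lost for *Hacl1* in males (edgeR adjusted p = 0.050 without black638 and edgeR adjusted p = 0.059 without black675) and *Decr2* in males (6 of 8 fits, edgeR adjusted p from 0.063 to 0.081, the highest without black662). With 1 mouse left out in turn, *Pex11a* in females (edgeR adjusted p = 0.023 without black659) passed. The fit with no filter on low counts, DESeq2 and 1 fit over all 16 mice called *Pex11a* in females.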

Of particular interest were increases in the three acyl-CoA thioesterases (*Acot1*, *Acot3*, and *Acot8*), expressed in the mitochondria and peroxisome, respectively, suggesting that deleting FATP2 in the liver may increase intracellular free FA levels (28).

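*Acot1*, a cytosolic acyl-CoA thioesterase gene, rose from 11.8 ± 1.02 to 101 ± 22.5 CPM (S.D., n = 4) in males, a log2 fold change of 3.10 (S.E. 0.17, edgeR adjusted p = 4.2e-06), and from 38.0 ± 18.9 to 249 ± 24.7 CPM in females, 2.71 (S.E. 0.33, edgeR adjusted p = 0.0027). *Acot3*, a peroxisomal acyl-CoA thioesterase gene, rose from 0.517 ± 0.278 to 4.18 ± 1.86 CPM in males, 2.99 (S.E. 0.46, edgeR adjusted p = 0.0062), and had 50.2 ± 20.4 CPM in female controls and 103 ± 18.1 CPM in female *Fatp2*-/- mice, 1.04 (S.E. 0.27, edgeR adjusted p = 0.17). The sexes' changes in *Acot3* differed by 1.94 (S.E. 0.56, edgeR adjusted p = 0.59), male minus female. Of 10 genes of the *Acot* family measured, 3 rose in males (*Acot1*, *Acot3* and *Acot8*) and 1 in females (*Acot1*), at an edgeR adjusted p of at most 0.05. *Acot1* and *Acot3* are near copies of other family members and may share reads with them. The fit with no filter on low counts and DESeq2 called *Acot3* in females.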

Also noted from the RNA-Seq data were increases in several genes involved in lipid body formation in the *Fatp2*^−/−^ mouse livers (*e.g. Fitm1*, *Fitm2*, *Plin2*, *Plin5*, and *Mogat1*) (Fig. 4*B*). 

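*Fitm1*, which encodes a protein of lipid droplet formation in the endoplasmic reticulum, rose from 42.1 ± 13.9 to 140.3 ± 37.5 CPM (S.D., n = 4) in males, a log2 fold change of 1.74 (S.E. 0.25, edgeR adjusted p = 0.0048), and from 5.72 ± 0.918 to 38.2 ± 9.65 CPM in females, 2.74 (S.E. 0.21, edgeR adjusted p = 2.4e-04). Its relative *Fitm2* had 0.89 (S.E. 0.11, edgeR adjusted p = 0.0014) in males and 0.74 (S.E. 0.15, edgeR adjusted p = 0.058) in females. *Cidec*, which encodes a protein of lipid droplet fusion, had log2 fold changes of 1.82 (S.E. 0.31, edgeR adjusted p = 0.012) in males and -0.13 (S.E. 0.30, edgeR adjusted p = 0.86) in females. Of genes of lipid droplets and triglyceride synthesis, in males 12 of 34 measured genes rose and the others did not pass (20 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.028 with an estimated correlation), and in females 4 of 33 measured genes rose and the others did not pass (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.19 with an estimated correlation). The median log2 fold change over this list was 0.38 in males and 0.37 in females. The difference between the sexes did not pass for it (camera adjusted p = 0.59 at the preset correlation). Of adipose tissue markers, in males, with a median log2 fold change of 1.53, 2 of 7 measured genes rose and the others did not pass (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.18 with an estimated correlation), and black693 held 2.67 CPM of *Adipoq*, 24.8 CPM of *Fabp4* and 212 CPM of *Lpl*, against at most 0.222, 6.06 and 67.1 CPM in the other male *Fatp2*-/- libraries. Without the adipose tissue markers that the lipid droplet list holds, 10 of its 32 other measured genes rose in males, and 10 of 32 without black693 as well. Leaving out single mice, the call was lost for *Cidec* in males (edgeR adjusted p = 0.051 without black662). The fit with no filter on low counts, DESeq2 and the fit with all 16 mice called *Fitm2* in females.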

*Mogat*, encoding acyl-CoA:monoacylglycerol acyltransferase, was increased 26–111-fold (males and females, respectively), suggesting that deletion of *Fatp2* increased fatty acid flux from the diet into triglyceride synthesis. 

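*Mogat1*, which encodes a monoacylglycerol acyltransferase of triglyceride synthesis, was near the detection limit in control livers and rose in both sexes. In males it had 366 counts in the 4 *Fatp2*-/- libraries and 14 in the 4 control libraries, a ratio of 25.4 (95% counting interval 15.0 to 47.0, edgeR adjusted p = 0.0012). In females it had 240 counts in the 4 *Fatp2*-/- libraries and 2 in the 4 control libraries, a ratio of 104 (95% counting interval 28.5 to 864, edgeR adjusted p = 5.2e-04). With 1 mouse left out, the female ratio ran from 76.7 (without the control black656) to 156 (without the control black676). The intervals cover counting error only. The level was 5.73 ± 2.61 CPM (S.D., n = 4) in male and 3.67 ± 1.37 CPM in female *Fatp2*-/- livers.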

The genes encoding perilipins 2 and 5 (*Plin2* and *Plin5*) were increased about 2-fold. These genes encode the major lipid-droplet marker proteins that stabilize lipid droplets (29, 30). 

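*Plin2*, the gene of a protein that coats lipid droplets, rose from 516 ± 94.4 to 1051 ± 127 CPM (S.D., n = 4) in males, a log2 fold change of 1.03 (S.E. 0.14, edgeR adjusted p = 0.0030), and had 0.35 (S.E. 0.30, edgeR adjusted p = 0.64) in females. *Plin5*, the perilipin gene of oxidative tissues, rose from 45.9 ± 5.60 to 84.9 ± 6.04 CPM in males, 0.89 (S.E. 0.11, edgeR adjusted p = 0.0014), and had 0.73 (S.E. 0.22, edgeR adjusted p = 0.28) in females. *Plin4* had log2 fold changes of 1.53 (S.E. 0.35, edgeR adjusted p = 0.049) in males and 0.40 (S.E. 0.44, edgeR adjusted p = 0.70) in females. When each mouse was left out in turn, the call was lost for *Plin4* in males (7 of 8 fits, edgeR adjusted p from 0.050 to 0.14, the highest without black675). 1 fit over all 16 mice did not call *Plin2* and *Plin4* in males, and upper-quartile factors and limma-voom did not call *Plin4* in males.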

To address whether the increased expression of these genes corresponded to increased lipid body formation in the liver, we compared control and *Fatp2*^−/−^ sections of liver stained with Oil Red O (Fig. 4*C*). In line with these findings, there was a significant increase in lipid body staining with Oil Red O, which was quantified using ImageJ and correlated with increased total liver triglyceride levels enriched in palmitic acid (C16:0), stearic acid (C18:0), and oleic acid (C18:1) (Fig. 4*D*). Increases in these fatty acids correlate with increased expression of genes encoding enzymes of the unsaturated fatty acid biosynthesis and fatty acid elongation pathways in the *Fatp2*^−/−^ liver, including stearoyl-CoA desaturase-1 (*Scd1*, 2-fold) and fatty acid elongase 5 (*Elovl5*, 1.4-fold), although the increases in expression of these genes were only statistically significant in male *Fatp2*^−/−^ livers (Fig. 5). 

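*Scd1*, the stearoyl-CoA desaturase gene of monounsaturated fatty acid synthesis, rose from 9718 ± 2165 to 18166 ± 4145 CPM (S.D., n = 4) in males, a log2 fold change of 0.90 (S.E. 0.19, edgeR adjusted p = 0.035), and had 0.80 (S.E. 0.47, edgeR adjusted p = 0.53) in females. *Elovl5*, an elongase gene of polyunsaturated fatty acids, had log2 fold changes of 0.50 (S.E. 0.13, edgeR adjusted p = 0.078) in males and 0.45 (S.E. 0.26, edgeR adjusted p = 0.53) in females. The desaturase gene *Fads2* had 0.51 (S.E. 0.13, edgeR adjusted p = 0.080) in males and 0.89 (S.E. 0.32, edgeR adjusted p = 0.35) in females. In fits without 1 of the mice, the call was lost for *Scd1* in males (6 of 8 fits, edgeR adjusted p from 0.057 to 0.12, the highest without black675). Under removal of single mice, *Fads2* in males (edgeR adjusted p = 0.018 without black693) passed. DESeq2 called *Elovl5* and *Fads2* in males. A fit of the 16 mice together did not call *Scd1* in males.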

The increased expression of *Scd1* may contribute to the 2-fold increase in C18:1 in the liver triglyceride pools of the *Fatp2*^−/−^ mice reported above, as SCD1 is a Δ^9^ desaturase for 12–19 carbon acyl-CoAs in rodents (31).

**Figure 5.**
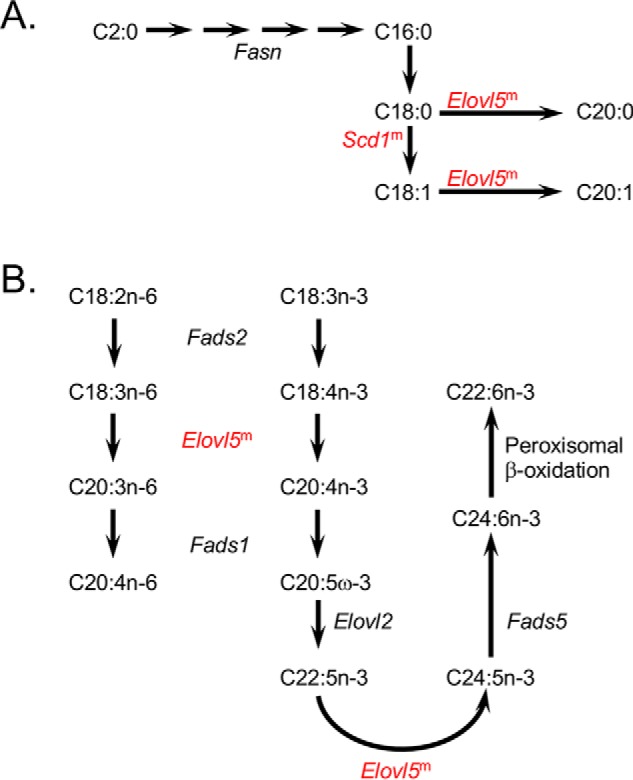
**Fatty acid synthesis pathways enriched in DEGs of the *Fatp2*^−/−^ liver.** *A*, DEGs in *de novo* fatty acid biosynthesis and fatty acid elongation. *B*, DEGs in essential fatty acid (C18:2 and C18:3) metabolism. For *A* and *B*, DEGs increased in expression are *colored* in *red*; for genes noted with *superscript m*, expression changed only in male mice; the genes noted in *black* were detected but were unchanged between the control and *Fatp2*^−/−^ mice.

### Deletion of FATP2 in the liver changes the expression of genes involved in arachidonic acid and retinol metabolic genes and cancer progression

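In males, 6 of 58 measured genes of retinol metabolism rose (*Cyp4a10*, *Cyp4a14*, *Cyp4a32*, *Retsat*, *Dhrs4* and *Rdh11*) and 2 fell (*Cyp2c29* and *Adh4*). Adjusted over the list alone, 9 rose and 7 fell. The list as a whole did not pass by camera (camera adjusted p = 0.65, or 0.76 with an estimated correlation). It passed as higher by fry, another test of lists (fry adjusted p = 0.0034). In females 5 of 61 measured genes rose and the others did not pass (10 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.27 with an estimated correlation). Those that rose were *Cyp4a10*, *Cyp4a14*, *Cyp4a32*, *Retsat* and *Dhrs4*. Of genes of arachidonic acid metabolism, in males 4 of 41 measured genes rose and 2 fell (8 and 3 when adjusted over the list alone, camera adjusted p = 0.41 with an estimated correlation). *Cyp4a10*, *Cyp4a14*, *Cyp4a32* and the phospholipase gene *Pla2g6* rose, and *Cyp2u1* and *Cyp2c29* fell. In females 4 of 47 measured genes rose and the others did not pass (7 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.37 with an estimated correlation). There the epoxide hydrolase gene *Ephx2*, which acts on fatty acid epoxides, rose beside the *Cyp4a* genes, with a log2 fold change of 1.28 (S.E. 0.21, edgeR adjusted p = 0.020). The arachidonic acid list passed as higher by fry in males (fry adjusted p = 0.0012). In females both lists did (fry adjusted p = 0.037 for retinol and 0.043 for arachidonic acid metabolism). The *Cyp4a* genes are fatty acid hydroxylases that belong to both lists, and *Rdh11* and *Adh4* lie outside the rule for named genes and were chosen after their values were seen. Fitted with 1 mouse fewer, the call was lost for *Dhrs4* in females (6 of 8 fits, edgeR adjusted p from 0.065 to 0.18, the highest without black631), *Rdh11* in males (5 of 8 fits, edgeR adjusted p from 0.058 to 0.088, the highest without black638), *Cyp2c29* in males (7 of 8 fits, edgeR adjusted p from 0.051 to 0.11, the highest without black675), *Adh4* in males (7 of 8 fits, edgeR adjusted p from 0.061 to 0.13, the highest without black638) and *Ephx2* in females (5 of 8 fits, edgeR adjusted p from 0.065 to 0.095, the highest without black643). The fit with all 16 mice did not call *Rdh11*, *Cyp2c29*, *Adh4*, *Pla2g6* and *Cyp2u1* in males.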

Transcriptome analysis identified changes in genes encoding enzymes involved in both arachidonic acid and retinol metabolism in male and female *Fatp2*^−/−^ mouse livers (Table 3 and Figs. 6 and 7). For retinol metabolism, the oxidoreductase retinol saturase gene (*Retsat*), which has been shown to correlate with the development of fatty liver disease, had a ∼4-fold increase in the male livers and an ∼8-fold increase in the female livers (Fig. 6) (32). 

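*Retsat*, which encodes the enzyme that saturates all-*trans*-retinol, rose from 175 ± 30.5 to 646 ± 109 CPM (S.D., n = 4) in male livers, a log2 fold change of 1.88 (S.E. 0.16, edgeR adjusted p = 1.2e-04). In female livers it rose from 98.2 ± 20.4 to 739 ± 188 CPM, a log2 fold change of 2.91 (S.E. 0.24, edgeR adjusted p = 2.4e-04). The sexes' changes differed by -1.04 (S.E. 0.29, edgeR adjusted p = 0.52), male minus female, which did not pass.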

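*Cyp4a14*, *Cyp4a10* and *Cyp4a32*, which encode fatty acid ω-hydroxylases, rose in both sexes. *Cyp4a14* reached 1495 ± 362 CPM (S.D., n = 4) in male and 2676 ± 814 CPM in female *Fatp2*-/- livers, with log2 fold changes of 8.67 (S.E. 0.27, edgeR adjusted p = 2.7e-08) and 4.89 (S.E. 0.41, edgeR adjusted p = 2.4e-04). *Cyp4a10* rose from 9.97 ± 3.01 to 329 ± 61.1 CPM in males, 5.04 (S.E. 0.23, edgeR adjusted p = 7.6e-07), and from 51.7 ± 15.3 to 589 ± 185 CPM in females, 3.51 (S.E. 0.29, edgeR adjusted p = 2.4e-04). The gene named *Cyp4a32* had 3.72 (S.E. 0.16, edgeR adjusted p = 5.0e-07) in males and 2.88 (S.E. 0.31, edgeR adjusted p = 0.0010) in females. A gene of the same family with no name in the table (MGP_C57BL6NJ_G0029026) had 4.36 (S.E. 0.44, edgeR adjusted p = 5.0e-04) and 2.52 (S.E. 0.38, edgeR adjusted p = 0.012). These genes are close copies of one another, so reads may have been split among them and single values are uncertain. *Pla2g6*, a calcium-independent phospholipase A2 gene, had log2 fold changes of 0.78 (S.E. 0.11, edgeR adjusted p = 0.0030) in males and 0.64 (S.E. 0.23, edgeR adjusted p = 0.35) in females. 1 fit over all 16 mice did not call *Pla2g6* in males.

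**Figure D4:**
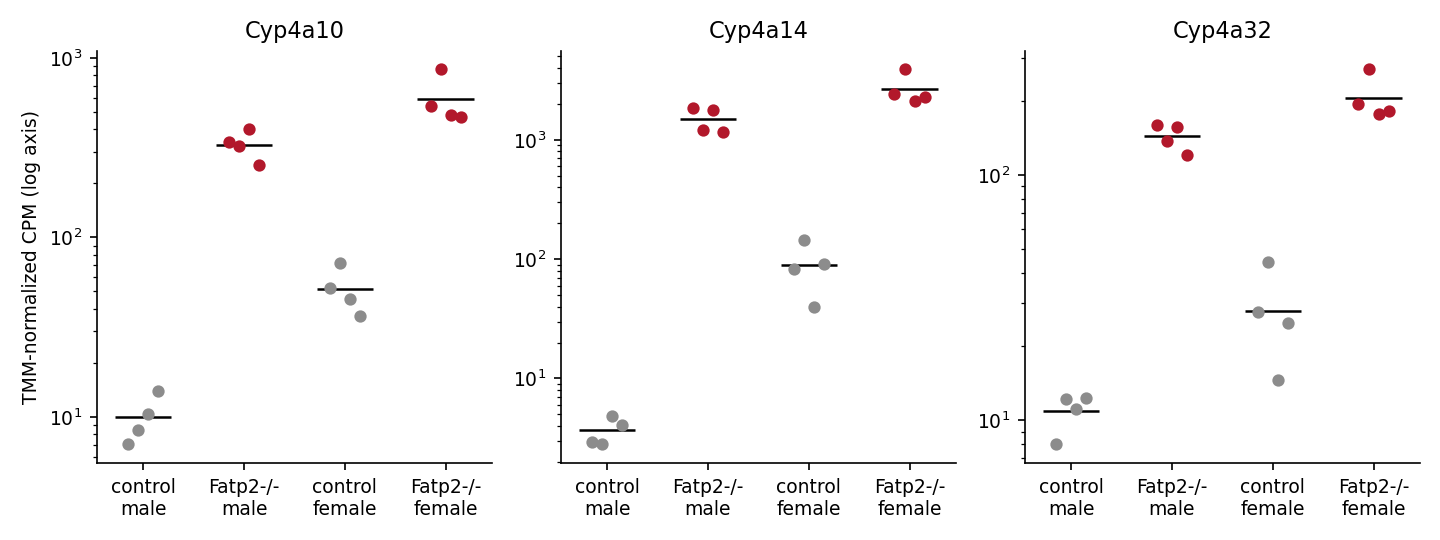
TMM-normalized CPM of *Cyp4a10*, *Cyp4a14* and *Cyp4a32* in each mouse on a log axis, by sex and genotype. Points are mice and horizontal lines are means of 4 mice, and for each gene every *Fatp2*-/- mouse lies above every control mouse of its sex.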

In the case of arachidonic acid metabolism, several cytochrome p450 family 4 (*Cyp4A*) genes involved in bioactive lipid synthesis had increased expression, including *Cyp4A32*, *Cyp4A10*, and *Cyp4A14*, which, in male mice, was coincident with an approximately 2-fold increase in the expression of phospholipase A2 (*Pla2*) (Fig. 7). In contrast to the increased expression of several *Cyp4a* genes, it was of interest to find that there was decreased expression of genes encoding the cytochrome p450 family 2 (CYP2) enzymes in the male *Fatp2*^−/−^ liver, but not the female liver (Table S4).

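*Cyp2u1*, a fatty acid hydroxylase gene, fell from 112 ± 32.0 to 52.2 ± 5.09 CPM (S.D., n = 4) in male *Fatp2*-/- livers, a log2 fold change of -1.11 (S.E. 0.17, edgeR adjusted p = 0.0066), and had -1.24 (S.E. 0.37, edgeR adjusted p = 0.26) in females. *Cyp2c29*, an epoxygenase and drug-metabolizing gene, fell in males, with a log2 fold change of -0.51 (S.E. 0.11, edgeR adjusted p = 0.030), and had 0.42 (S.E. 0.38, edgeR adjusted p = 0.65) in females. Of 27 *Cyp2* genes measured in males, these 2 fell and none rose by edgeR (4 fell when adjusted over the family alone, 8 were lower and 1 higher at an unadjusted p under 0.05, and DESeq2 called 3 lower). Of 29 measured in females, edgeR called 0 (4 lower and 2 higher when adjusted over the family alone, 4 lower and 8 higher at an unadjusted p under 0.05, and 2 lower and 2 higher by DESeq2). The test of the difference between the sexes gave 0.12 (S.E. 0.42, edgeR adjusted p = 0.97) for *Cyp2u1* and -0.93 (S.E. 0.44, edgeR adjusted p = 0.80) for *Cyp2c29*, male minus female. Genes of this family may share reads with close copies. With 1 mouse left out in turn, the call was lost for *Cyp2c29* in males (7 of 8 fits, edgeR adjusted p from 0.051 to 0.11, the highest without black675). The fit with no filter on low counts called *Cyp2u1* in females. A fit of the 16 mice together did not call *Cyp2u1* and *Cyp2c29* in males.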

**Figure 6.**
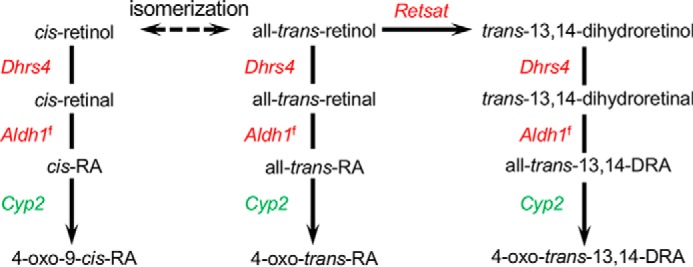
**Retinol metabolic pathway is enriched in DEGs of the *Fatp2*^−/−^ liver.** DEGs increased or decreased in expression are *colored* in *red* and *green*, respectively; for genes noted with *superscript f*, expression changed only in female mice.

**Figure 7.**
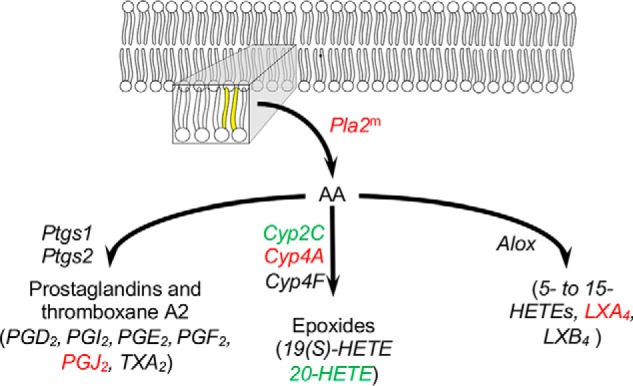
**Arachidonic acid metabolic pathway is enriched in DEGs of the *Fatp2*^−/−^ liver.** DEGs increased or decreased in expression are *colored* in *red* and *green*, respectively; for genes noted with *superscript m*, expression changed only in male mice; the genes noted in *black* were detected but were unchanged between the control and *Fatp2*^−/−^ mice. The acyl chains *colored* in *yellow* indicate arachidonic acid (*AA*) in the membrane that is released by Pla2. Metabolites measured are *italicized*, showing those with increased (*red*), decreased (*green*), or unchanged (*black*) levels.

Several additional genes, which were decreased in expression in the *Fatp2*^−/−^ liver, were notable. Whereas these did not map to specific KEGG pathways, several have been implicated in cancer progression (Table S4). Among these, the expression of TNFα receptor–associated factor (TRAF)-interacting protein with a forkhead-associated (FHA) domain (TIFA) was significantly decreased in the *fatp2*^−/−^ livers. 

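*Tifa*, which encodes an adaptor protein of the NF-κB pathway, fell from 12.8 ± 2.51 to 3.39 ± 1.05 CPM (S.D., n = 4) in male livers, a log2 fold change of -1.90 (S.E. 0.23, edgeR adjusted p = 0.0014), and from 18.6 ± 4.10 to 7.69 ± 1.34 CPM in female livers, -1.27 (S.E. 0.20, edgeR adjusted p = 0.016). Leaving out single mice, the call was lost for *Tifa* in females (edgeR adjusted p = 0.052 without black652).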

High expression of this protein is associated with poor prognosis in lung adenocarcinoma (33). The expression of TIFA is also increased in acute myeloid leukemia (34). Likewise, there was increased expression of interleukin 28 receptor, α (IL22RA1), which is associated with stage II colon cancer (35). These findings suggest that in these cancers, increases in FATP2 activity may contribute to cancer establishment and progression. This is consistent with recent studies reporting that *Fatp2* is highly expressed in PMN-MDSCs of several cancer model systems. 

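*Il22ra1*, which encodes a subunit of the interleukin 22 receptor, had 4.82 ± 0.750 CPM (S.D., n = 4) in male control livers and 2.13 ± 1.05 CPM in male *Fatp2*-/- livers, a log2 fold change of -1.17 (S.E. 0.37, edgeR adjusted p = 0.14). In females it had 5.27 ± 3.07 CPM in controls and 2.48 ± 1.84 CPM in *Fatp2*-/- livers, -1.10 (S.E. 0.63, edgeR adjusted p = 0.53). DESeq2 called *Il22ra1* in males.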

Tumor size and cell proliferation was reduced in *Fatp2*^−/−^ mice and in control mice treated with the FATP2-specific inhibitor lipofermata (16, 19).

### RT-qPCR analyses confirm differential gene expression levels defined using RNA-Seq in Fatp2^−/−^ mouse livers

To verify the changes in gene expression in the liver from *Fatp2*^−/−^ mice using RNA-Seq, we employed RT-qPCR of genes selected on the basis of their roles in fatty acid synthesis, transport, activation, and trafficking (Fig. S1). Normalized RNA expression relative to *Gapdh* was used to calculate log_2_ FC of 15 genes in the *Fatp2*^−/−^ mice *versus* controls using RNA from livers of mice of both genotypes and sexes (30 measurements total). The resultant values were plotted against the log_2_ FC values of the corresponding genes from RNA-Seq data (Fig. S1). The log_2_ FC from both experiments correlated well, with an *R*^2^ of 0.74 using a best-fit linear trendline. Among the genes evaluated, *Fabp1, Cyp4A10*, and *Cd36* were confirmed to be increased in expression in both male and female liver. *Fabp1* was increased 1.7-fold in males and 2.4-fold in females. *Cyp4a10* was increased 13-fold in males and 15-fold in females. *Cd36* expression was increased 5-fold in both males and females. The data confirm the findings from global RNA-Seq experiments as reported herein.

### Deletion of FATP2 changes PPARα signaling networks in the liver

Analysis of the RNA-Seq data showed that many DEGs mapped to pathways regulated by PPARα signaling for both *Fatp2*^−/−^ male and female mice. This suggests that the activities of FATP2 influence the transcriptional activity of PPARα. 

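Of canonical PPARα target genes, a list of genes that this fatty acid-activated receptor is known to induce, in males 48 of 94 measured genes rose and the others did not pass (71 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.031 with an estimated correlation), and in females 23 of 94 measured genes rose and the others did not pass (53 higher when adjusted over the list alone, camera adjusted p = 0.038 with an estimated correlation). The median log2 fold change over the list was 0.62 in males and 0.66 in females. *Ech1*, an enoyl-CoA isomerase gene of the list, rose from 248 ± 14.6 to 453 ± 42.5 CPM (S.D., n = 4) in males, a log2 fold change of 0.87 (S.E. 0.09, edgeR adjusted p = 8.0e-04), and from 267 ± 41.7 to 549 ± 65.7 CPM in females, 1.04 (S.E. 0.18, edgeR adjusted p = 0.025). *Hsd17b4*, the D-bifunctional protein gene, had 0.60 (S.E. 0.09, edgeR adjusted p = 0.0065) in males and 1.02 (S.E. 0.20, edgeR adjusted p = 0.043) in females. The list shares many members with the lists of β-oxidation and of the PPAR signaling pathway. From the many DEGs that map to pathways under PPARα, the paper proposes that the activities of FATP2 influence the receptor's transcriptional activity. When each mouse was left out in turn, the call was lost for *Ech1* in females (6 of 8 fits, edgeR adjusted p from 0.058 to 0.12, the highest without black631) and *Hsd17b4* in females (7 of 8 fits, edgeR adjusted p from 0.054 to 0.18, the highest without black643). 1 fit over all 16 mice did not call *Hsd17b4* in males.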

Of particular note was the increased expression of genes involved in fatty acid trafficking, fatty acid oxidation, fatty acid biosynthesis, retinol and arachidonic acid metabolism, and peroxisomal biogenesis (Table 3 and Fig. 8) (24). Given these findings, we addressed whether the deletion of FATP2 changed PPARα expression. 

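*Ppara*, the gene of PPARα, had 87.7 ± 23.0 CPM (S.D., n = 4) in male controls and 95.8 ± 25.1 CPM in male *Fatp2*-/- livers, a log2 fold change of 0.13 (S.E. 0.22, edgeR adjusted p = 0.83). In female livers it had 96.7 ± 42.2 CPM in controls and 119.7 ± 42.3 CPM in *Fatp2*-/- mice, 0.31 (S.E. 0.34, edgeR adjusted p = 0.71).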

Whereas there were slight increases in *Ppar*α expression (1.1 FC males, 1.3 FC females) in the *Fatp2*^−/−^ mice, after adjusting *p* values for FD, they lacked significance. Whereas these data only inform on changes in gene expression and not protein abundance or activity, they do suggest that the expression of FATP2 in the liver directly contributes to regulating the lipid metabolic landscape, likely through PPARα.

**Figure 8.**
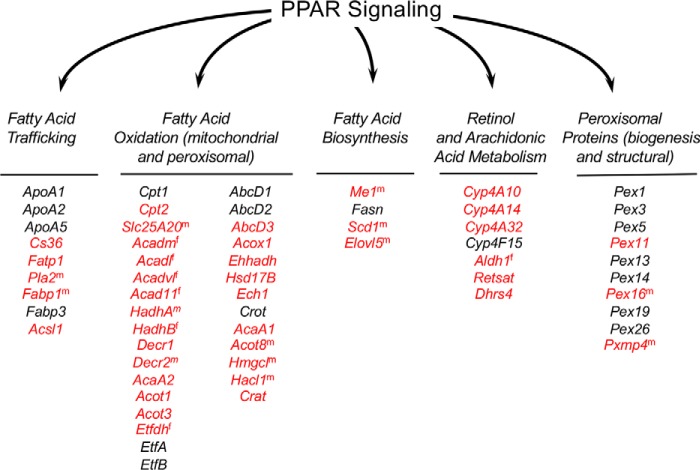
**Genes regulated through PPARα are increased in *Fatp2*^−/−^ mice.** All PPARα-regulated genes detected in the transcriptomic data set are noted and clustered into pathways related to fatty acid trafficking, fatty acid oxidation, fatty acid biosynthesis, retinol and arachidonic acid metabolism, and peroxisome proteins. Genes noted in *red* have increased expression in the *Fatp2*^−/−^ mice; those in *black* were detected but were unchanged when compared with the isogenic controls. *Superscript m* or *f* indicates that the expression of the noted gene was increased only in male or female liver, respectively.

### Deletion of FATP2 alters hepatic fatty acid and eicosanoid levels

The RNA-Seq data suggested that the changes in gene expression in the liver of *Fatp2*^−/−^ mice would likely contribute to changes in lipid metabolism. As noted above, the increased expression of *Plin1* and *Plin5* were correlated with increased lipid droplet formation in the liver, which was coincident with an increase in total triglyceride content. 

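*Plin1*, the perilipin gene of adipocytes, had too few counts to be tested in either sex. In males it ranged from 0 to 75 counts in *Fatp2*-/- libraries and from 0 to 26 counts in controls, with means of 1.32 ± 2.11 and 0.527 ± 0.761 CPM (S.D., n = 4). In females it ranged from 0 to 17 counts in *Fatp2*-/- libraries and from 1 to 6 counts in controls.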

Deleting FATP2 in the liver resulted in a 20% increase in total C16:0 and C18:1 abundance (Fig. 9*A*), which was consistent with changes in the triglyceride pool, except for 18:0 (*e.g.* see Fig. 4*D*).

**Figure 9.**
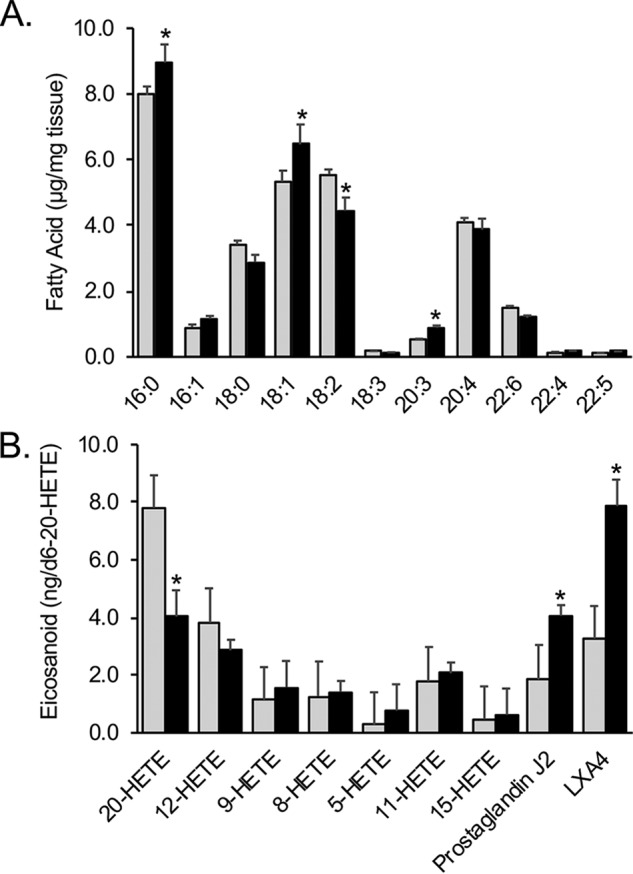
**The *Fatp2*^−/−^ mouse liver has altered total fatty acid and eicosanoid levels.** *A*, total fatty acids (mean ± S.D. (*error bars*), μg/mg) in male control (*gray*) and *Fatp2*^−/−^ (*black*) liver; *n* = 4; *, *p* ≤ 0.05 using Student's *t* test. *B*, total eicosanoid levels in male control (*gray*) and *Fatp2*^−/−^ (*black*) livers relative to the internal standard, *d*_6_-20-HETE ± S.D. (*n* = 5); *, *p* ≤ 0.05 from Student's *t* test.

As noted above, the RNA-Seq data showed that key *Cyp4a* genes had increased expression (between 20- and 407-fold without log transformation) in the *Fatp2*^−/−^ mouse liver. These genes encode enzymes involved in eicosanoid biosynthesis using VLCFAs (*e.g.* arachidonic acid (C20:4) and docosahexaenoic acid (C22:6)) generated from phospholipids (likely phosphatidylcholine) through *Pla2*, which is overexpressed in the male *Fatp2*^−/−^ mouse liver (Fig. 7). 

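Control livers of the sexes differed in their *Cyp4a* transcripts. *Cyp4a14* had 3.67 ± 0.992 CPM (S.D., n = 4) in male and 90.0 ± 43.5 CPM in female controls. *Cyp4a10* differed between control males and females by a log2 difference of -2.21 (S.E. 0.26, edgeR adjusted p = 3.2e-05), and *Cyp4a32* by -1.18 (S.E. 0.25, edgeR adjusted p = 0.0064), male minus female. The change with genotype was larger in males by 1.52 (S.E. 0.36, edgeR adjusted p = 0.40) for *Cyp4a10* and by 0.82 (S.E. 0.35, edgeR adjusted p = 0.79) for *Cyp4a32*, and neither difference passed. DESeq2 called *Cyp4a10* for the difference between sexes.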

Targeted metabolomic experiments using LC-MS/MS identified and quantified nine eicosanoids in control and *Fatp2*^−/−^ liver (Fig. 9*B*). Whereas levels of most were generally unchanged, there were statistically significant increases in prostaglandin J2 (PGJ2) and lipoxin A4 (LXA4) levels. There was a similar decrease in 20-HETE levels in the *Fatp2*^−/−^ livers.

## Discussion

This work demonstrates that FATP2 (*Slc27a2*, *Acsvl1*) plays a pivotal role in hepatic lipid metabolism and through its activities (FA transport and/or VLCFA activation) is linked to PPARα in regulating the expression of a number lipid metabolic genes. FATP2 was originally defined as a very-long-chain acyl-CoA synthetase (*Acsvl1*) with a limited role in the pathophysiology of X-linked adrenoleukodystrophy (36–38). Heinzer *et al.* (36) generated the FATP2/ACSVL1 knockout mouse (*Fatp2*^−/−^) and demonstrated elimination of very-long-chain acyl-CoA synthetase activity in the liver. The two activities of FATP2, long-chain FA transport and very-long-chain FA activation, are separable, as demonstrated in previous work from this laboratory using protein chimeras as well as two splice variants of FATP2 (FATP2a and FATP2b) (3, 22, 23). The locations of the functional domains were assigned and confirmed using site-directed mutagenesis of the Fat1p (FATP yeast orthologue) (3). In addition, decreased expression of FATP2 in liver using shRNA reduces fatty acid uptake (39). The present work extends these mechanistic findings and shows that the *Fatp2*^−/−^ mouse has reduced weight gain, attenuated uptake of exogenous fatty acids across the intestine, and increased expression of several key lipid metabolic genes in the liver. Importantly, the results reported here show that the expression of FATP2 is directly tied to PPARα activity.

The rationale for the current study using RNA-Seq to evaluate the liver transcriptome using control and *Fatp2*^−/−^ mice was to more fully understand the two functional activities of FATP2 and provide insights into how this protein functions in normal hepatic lipid metabolism and, when altered, contributes to metabolic dyshomeostasis leading to disease. Of particular note, these studies identified 42 lipid metabolic genes regulated by PPARα with expression significantly increased in the *Fatp2*^−/−^ mouse liver consistent with the notion that the functional activities of FATP2 impact the lipid metabolic regulatory landscape.

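Over the genes of the paper's Table 3, which lists folds by sex, edgeR called 37 of the 38 increases that the table gives for males and 20 of the 28 that it gives for females, all as increases. *Me1*, the malic enzyme gene, is one of these, with a log2 fold change of 0.79 (S.E. 0.16, edgeR adjusted p = 0.027) in males. Of the entries that the table gives as not significant, edgeR called 2 of 6 in males and 0 of 16 in females (10 at an unadjusted p under 0.05 and 5 by DESeq2, all higher). *Eci2*, a peroxisomal and mitochondrial enoyl-CoA isomerase gene, had 1.01 (S.E. 0.10, edgeR adjusted p = 5.5e-04) in males and 0.81 (S.E. 0.25, edgeR adjusted p = 0.28) in females. *Acaa2*, the mitochondrial thiolase gene, had 0.35 (S.E. 0.09, edgeR adjusted p = 0.078) and 0.82 (S.E. 0.21, edgeR adjusted p = 0.17). In fits without 1 of the mice, the call was lost for *Me1* in males (5 of 8 fits, edgeR adjusted p from 0.075 to 0.10, the highest without black675). Pooling all 16 mice in 1 fit called *Eci2* and *Acaa2* in females, and DESeq2 called *Acaa2* in males and *Acaa2* in females. Pooling all 16 mice in 1 fit did not call *Me1* in males.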

The RNA-Seq data identified key genes with increased expression in the fatty acid trafficking, fatty acid oxidation (mitochondrial and peroxisomal), and lipid body formation pathways in the *Fatp2*^−/−^ mouse liver. These metabolic pathways are linked through acyl-CoA, which can move into mitochondrial and peroxisomal β-oxidation and into lipid biosynthetic pathways, including triglyceride synthesis. It was of interest to find that the genes encoding fatty acid transporters CD36 and FATP1 and the long-chain acyl-CoA synthetase, Acsl1, were increased in expression in the *Fatp2*^−/−^ liver transcriptome. Previous work from a number of laboratories has shown that when CD36, FATP1, or Acsl1 is overexpressed, there is an increase in fatty acid transport (26, 27, 40). Given the increased expression of these genes in the *Fatp2*^−/−^ mouse liver, it is reasonable to consider that there may be at least partial compensation for the loss of FATP2-mediated FA transport. This is suggested to be the case, because lipid accumulation and lipid body formation were noted in *Fatp2*^−/−^ livers. Further, RNA-Seq data showed that in the *Fatp2*^−/−^ mouse liver, there are increases in expression of two key perilipins, perilipin 2 and 5, which was coincident with the increase in lipid body accumulation. PLIN2 is a major lipid droplet–associated protein (30), whereas PLIN5 is selectively expressed in tissues where fatty acids are released during lipolysis and transported to mitochondria for β-oxidation (29, 41). Under fasting conditions, lipid bodies accumulate in the liver (42, 43), and thus deletion of FATP2 may emulate such conditions.

Under fasting conditions, liver fatty acid oxidation and ketone body synthesis increase to provide energy and to spare glucose oxidation in peripheral tissues. 

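*Hadha*, a subunit gene of the mitochondrial trifunctional protein, had log2 fold changes of 0.51 (S.E. 0.09, edgeR adjusted p = 0.019) in males and 0.87 (S.E. 0.27, edgeR adjusted p = 0.27) in females. Under removal of single mice, the call was lost for *Hadha* in males (4 of 8 fits, edgeR adjusted p from 0.051 to 0.079, the highest without black675). 1 fit over all 16 mice did not call *Hadha* in males.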

The *Fatp2*^−/−^ livers had increased expression of genes encoding β-oxidation enzymes along with 3-hydroxy-3-methylglutaryl-CoA lyase (HMG-CoA synthase, *Hmgcl* gene), the rate-limiting enzyme of ketone body biosynthesis (44). HMG-CoA synthase is regulatory in the ketogenic process and increased under fasting conditions (45). We speculate that these activities contribute to the decrease in weight gain and perhaps the reduced plasma triglycerides, also mimicking the fasting condition, in the *Fatp2*^−/−^ mice.

Analysis of the RNA-Seq data also identified three additional networks with increased expression of key metabolic genes in the *Fatp2*^−/−^ mouse liver controlled through PPARα. The first was unsaturated fatty acid biosynthesis indicated by increased expression of stearoyl CoA desaturase (*Scd1*) and fatty acid elongase (*Elovl5*) (24, 46). 

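*Fasn*, the fatty acid synthase gene, rose from 1494 ± 128 to 2444 ± 574 CPM (S.D., n = 4) in male livers, a log2 fold change of 0.71 (S.E. 0.16, edgeR adjusted p = 0.049), and stood at 1899 ± 1437 CPM in female controls and 3436 ± 3016 CPM in female *Fatp2*-/- livers, 0.86 (S.E. 0.68, edgeR adjusted p = 0.61). *Acacb*, an acetyl-CoA carboxylase gene, had 0.95 (S.E. 0.17, edgeR adjusted p = 0.013) in males and 0.83 (S.E. 0.51, edgeR adjusted p = 0.54) in females. Of genes of de novo lipogenesis, in males 6 of 22 measured genes rose and the others did not pass (11 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.15 with an estimated correlation). In females edgeR called 0 of 22 measured genes (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 by DESeq2, camera adjusted p = 0.60 with an estimated correlation). The median log2 fold change was nevertheless 0.36 in males and 0.49 in females, with 20 of 22 genes positive in each sex. The difference between the sexes did not pass for this list (camera adjusted p = 0.59 at the preset correlation). Fitted with 1 mouse fewer, the call was lost for *Fasn* in males (7 of 8 fits, edgeR adjusted p from 0.088 to 0.14, the highest without black638) and *Acacb* in males (edgeR adjusted p = 0.051 without black662). Upper-quartile factors and limma-voom did not call *Fasn* in males, and a fit of the 16 mice together did not call *Fasn* and *Acacb* in males.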

Whereas fatty acid synthase (*Fasn*) was identified in the gene sets, its expression remained essentially unchanged in the *Fatp2*^−/−^ mouse liver. *Fasn* gene expression is activated in a ChREBP- and SREBP1c-dependent manner (47). The increased expression of *Scd1* may contribute to increasing C18:1 level, especially in the liver triglycerides, reflected by increases in lipid body formation. The second notable pathway was retinol metabolism. Deletion of *Fatp2* resulted in increased expression of the dehydrogenase/reductase 4 (*Dhrs4*), *Retsat*, and aldehyde dehydrogenase 1 (*Aldh1*) genes. 

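*Dhrs4*, a retinal reductase gene, rose from 169 ± 4.68 to 278 ± 28.1 CPM (S.D., n = 4) in males, a log2 fold change of 0.72 (S.E. 0.09, edgeR adjusted p = 0.0022), and from 146 ± 28.2 to 273 ± 13.8 CPM in females, 0.91 (S.E. 0.17, edgeR adjusted p = 0.043). *Aldh1a1*, a retinaldehyde dehydrogenase gene, had log2 fold changes of 0.24 (S.E. 0.13, edgeR adjusted p = 0.40) in males and 1.02 (S.E. 0.25, edgeR adjusted p = 0.15) in females. With 1 mouse left out in turn, the call was lost for *Dhrs4* in females (6 of 8 fits, edgeR adjusted p from 0.065 to 0.18, the highest without black631). DESeq2 and the fit with all 16 mice called *Aldh1a1* in females.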

Increased expression of these enzymes is expected to result in increased levels of 9-*cis*-retinoic acid, a ligand for RXR, a binding partner of PPARα (48), thus driving increased expression of PPARα-regulated genes (49). The third PPARα-responsive pathway is arachidonic acid metabolism. In this case, genes encoding *Cyp4* family enzymes were increased in expression when *Fatp2* was deleted. Increased activities of these enzymes, coincident with increased expression and activity of phospholipase A2 (*Pla2*), would be expected to increase free arachidonic acid for use as a substrate in eicosanoid synthetic pathways. This would explain the measured increases of PGJ2 and LXA4 (50–52).

When FATP2 expression is increased in the presence of exogenously added palmitate (C16:0), it becomes localized to the plasma membrane and is correlated with the development of lipotoxicity (10). In addition, increased expression of FATP2 is associated with the progression of nonalcoholic fatty liver disease (11). The PPARα agonists Wy12643 and GW7647 alter *Fatp2* expression, whereas in the PPARα-null mice, its expression is increased (7, 53). The increased expression of the pioneer factor FOXA1 in HepG2 cells and primary hepatocytes decreases *Fatp2* expression along with lowered levels of fatty acid transport, thus protecting the liver from steatosis (6). Adenovirus-directed *Fatp2* shRNA reduces fatty acid uptake and protects mice from diet-induced nonalcoholic fatty liver disease (39). The FATP2-specific inhibitor, lipofermata, attenuates fatty acid uptake across the intestine in mice and blocks the development of lipotoxicity in HepG2 cells (2, 4). Lipofermata functions as a noncompetitive inhibitor that specifically attenuates the uptake of long-chain fatty acids and prevents cellular dysfunction and death caused by saturated fatty acids (2).

More recently, Veglia *et al.* (16) demonstrated that PMN-MDSCs have increased expression of *Fatp2*, which is correlated with immunosuppressive activity in cancer. Deletion of *Fatp2* in PMN-MDSCs significantly reduces tumor growth when compared with isogenic controls. Further, the FATP2-specific FA transport inhibitor lipofermata attenuates the activity of PMN-MDSCs and delays of tumor progression (16). Several genes involved in cancer progression in different tissue types were decreased in the *Fatp2*^−/−^ liver, suggesting a linkage between cancer progression and FATP2 expression (19). There is evidence that in PMN-MDSCs FATP2 functions in the transport of arachidonic acid, which may be trafficked into downstream eicosanoid synthesis pathways. In the present work, we have shown that deletion of FATP2 alters the transcriptional landscape of genes that are largely regulated through PPARα. However, the relationships between *Fatp2* expression and changes on the eicosanoid synthesis pathways are not yet fully understood.

FATP2 appears to play an important role in both fatty acid transport and VLCFA activation and through one or both activities is linked to PPARα in regulating the lipid metabolic landscape in the liver. Whereas there are limitations to RNA-Seq and next generation sequencing by being restricted to transcriptional output, we have uncovered important information showing that the expression of *Fatp2* is tightly linked to the hepatic lipid metabolic landscape. Our current efforts are working to address the impact of a high-fat diet on the lipid metabolic landscape using the *Fatp2*^−/−^ mouse model. Additionally, we are focused on using lipofermata in combination with the *Fatp2*^−/−^ mouse to distinguish the function of FATP2 in FA transport from VLCFA activation in the context of these PPARα regulatory networks.

## Experimental procedures

### Animal care and diets

C57BL/6 male and female mice (6 weeks post-weaning) were obtained from Jackson Laboratories and allowed to acclimate 1 week prior to the experiments. C57BL/6 *Fatp2*^−/−^ mice were obtained by back-crossing SV129 *Fatp2*^−/−^ mice (36) into the C57BL/6 strain of mice over 10 generations. The *Fatp2* deletion encompasses 7 kb and contains exon 2, intron 2, a neomycin-resistance cassette in place exon 3, intron 3, and exon 4 (36). The neomycin-resistance cassette increases the size of a HinDIII genomic DNA fragment detected using a probe outside of exon 2 and routinely used to monitor the *Fatp2*^−/−^ mouse colony. This construct effectively eliminates the expression of both FATP2a and FATP2b. Genotypes were confirmed using PCR amplification and qPCR. Control and *Fatp2*^−/−^ male and female mice were aged-matched and housed (3 mice/cage) in an AAALAC-accredited research facility at the University of Nebraska (Lincoln, NE) in ventilated cages at 22 °C with a 14/10-h light/dark cycle. Mice were allowed *ad libitum* access to water and a standard rodent chow (Teklad, 2016 16% Protein Rodent Diet). Animals were sacrificed using CO_2_ narcosis followed by cervical dislocation. For RNA isolation, liver samples were placed in RNAlater® (Ambion, Inc.) and immediately snap-frozen using liquid nitrogen and stored at −80 °C until use. Separate samples of liver were snap-frozen using liquid nitrogen and stored at −80 °C for metabolomic analyses and Oil Red O histological staining. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee at the University of Nebraska (Lincoln, NE).

### Blood chemistry

After 2 weeks on the standard diet noted above, mice (control, C57BL/6, and *Fatp2*^−/−^) were fasted for 4 h (from 8 a.m. to 12 p.m.) and lightly anesthetized using isoflurane. Blood (100 μl) was collected by a retro-orbital bleed and immediately analyzed using Lipid Panel Plus Rotors in an Abaxis PICCOLO.

### Dietary fatty acid absorption

To address the role of FATP2 in the absorption of dietary fatty acids, 10-week-old control and *Fatp2*^−/−^ male mice (SV129 background, 12–14 mice/genotype) were fasted for 12 h followed by intraperitoneal injection with 500 mg/kg tyloxapol in PBS to inhibit lipoprotein lipase-dependent systemic fatty acid uptake (54). Mice were then given a bolus of flaxseed oil containing 500 mg/kg uniformly labeled [^13^C]oleate (C_18:1_) by gavage. Animals were sacrificed after 2 and 6 h, and blood was collected in EDTA-treated tubes. Total lipids were extracted from the whole blood using a modified Folch method with nonadecanoic acid (C_19:0_) (10 μg) as an internal standard and fatty acid methyl esters (FAMEs) prepared and resuspended in 100 μl of methyl acetate (see below) (55). FAMEs were analyzed using an Agilent 7890A GC system linked to an Agilent 5975C VL mass-selective detector (MSD) (Agilent, Palo Alto, CA) using electron impact ionization. GC was performed using an Agilent CP7421 Select FAME column, 200 m × 275 mm × 0.25 mm. Samples (1 μl) were injected in a splitless mode with selective ion monitoring. The MSD was set for selective ion monitoring of *m*/*z* 296 for endogenous ^12^C_18:1_ and *m*/*z* 314 for exogenous ^13^C_18:1_, using 100 ms of dwell time per ion.

### RNA isolation and quality controls

Liver slices (70 mg) snap-frozen in RNAlater® were thawed on ice, transferred to a 2-ml tube with 1 ml of QIAzol, and thoroughly homogenized. RNA was isolated using a standard QIAzol protocol (catalog no. 79306). After RNA isolation, we cleaned up the RNA using the Qiagen RNeasy kit following the manufacturer's protocol (catalog no. 74104). Quality control checks of the RNA were performed to define purity and concentration. A nanodrop (Nanodrop 1000, Thermo Scientific) spectrophotometer was used to assess the quantity and quality for each sample, ensuring that the quantity was between 50 and 250 ng/μl and the 260/280 was between 1.95 and 2.10. The lack of RNA degradation was confirmed using agarose gel electrophoresis for each sample. Prior to sequencing, Novogene performed additional quality and quantity assessments of the RNA samples using an Agilent 2100 instrument and gel electrophoresis.

### RNA-Seq and data analysis

RNA-Seq libraries were prepared using an Illumina TruSeq® RNA sample preparation kit as per the manufacturer's protocol. Library construction, additional quality assessment, and sequencing were performed by Novogene Corp., Ltd. Library concentration was quantified with a Qubit 2.0 fluorometer from Life Technologies, and samples were diluted to 1 ng/μl before checking insert size using a bioanalyzer (Agilent 2100 Bioanalyzer) and quantifying to greater accuracy using qPCR. Paired-end sequencing at a depth of 40 million reads or greater per sample was completed for data acquisition.

Data filtering was done to remove contaminants that contained adapters. Additionally, we discarded any reads that had greater than 10% uncertain nucleotides and greater than 50% low-quality nucleotides. Tophat2 was used to map the sequences to the C57BL/6 (*Mus musculus*) reference genome (GRCm38, mus_musculus_mm10). The mismatch parameter was set to 2, and all other parameters were set to default. HTSeq software was used to analyze the gene expression levels using union mode. We controlled for FDRs by using the Benjamini–Hochberg procedure based on negative binomial distribution in DESeq (25). Differentially expressed genes were obtained by performing pairwise comparisons between controls and *Fatp2*^−/−^ mice for both sexes separately. For pathway enrichment, we selected for genes that maintained an adjusted *p* value of ≤0.05. KEGG pathway enrichment analysis used the David Bioinformatics Database and resources. The enriched KEGG pathways focused on for this study were selected by their completeness of enrichment and a corrected *p* value of ≤0.05.

### Histology

Oil Red O staining was performed by the University of Nebraska Medicine Tissue Science Facility. The flash-frozen tissue was sectioned at 5–10 μm thick and mounted on slides. Slides were air-dried for 30–60 min at room temperature and then fixed in ice-cold 10% formalin for 5–10 min. After formalin fixation, the slides were rinsed immediately in three changes of distilled water and then air-dried again for 30–60 min. Dried slides were placed in absolute propylene glycol for 2–5 min to avoid carrying water into Oil Red O. Slides were then stained in prewarmed Oil Red O solution for 8–10 min in a 60 °C oven. The stained slides were differentiated in 85% propylene glycol solution for 2–5 min and then rinsed in two changes of distilled water. After rinsing, the slides were stained in Gill's or Mayer's hematoxylin for 30 s and then washed in distilled water for 3 min. The slides were placed in distilled water and then mounted with glycerin jelly medium. Image acquisition was done with a Nikon Ti-2 inverted fluorescence microscope. Lipids stained in red were quantified using ImageJ version 1.5 on Windows 10. The total area of red was quantified using the following thresholds in ImageJ: hue, 195 and 255; saturation, 0 and 255; brightness, 0 and 255; threshold method, default; threshold color, red; color space, HSB). The area of red pixels was quantified using three images for each liver sample, and the statistical analysis was done in Microsoft Excel using Student's *t* test.

### Quantitative RT-PCR

For cDNA preparation, RNA was reverse-transcribed into cDNA using the iScript cDNA synthesis kit as detailed by the manufacturer (Bio-Rad). The PCR conditions were set according to the manufacturer's instructions. Bullseye EvaGreen qPCR 2× Mastermix from MidSci was used in a Mastercycler EP Realplex (Eppendorf). All primers were custom-synthesized and purchased from Integrated DNA Technologies, Inc. All primers used are listed in Table 4. *Gapdh* was used as the housekeeping gene for data normalization. We used normalized expression values from RT-qPCR experiments and calculated log_2_ FC of 15 genes (30 measurements total) by dividing *Fatp2*^−/−^ expression values by control expression and converting to a logarithmic scale (log_2_ FC = log_2_(*Fatp2*^−/−^ normalized value/control normalized value)). These were plotted against the log_2_ FC values of the corresponding genes from RNA-seq data.

**Table 4:** **Primers used for RT-qPCR**

Gene	Forward primer	Reverse primer
*Gapdh* (NM_008084.2)	F1: 5′-TCA ACA GCA ACT CCC ACT CTT CCA-3′	R1: 5′-ACC ACC CTG TTG CTG TAC CGT ATT-3′
*Fatp1* (NM_011977.3)	F1: 5′-TGG TCA AGG TCA ATG AGG ACA CGA-3′	R1: 5′-ACG CTG TGG GCA ATC TTC TTG TTG-3′
*Fatp2* (NM_011978.2)	F1: 5′-ACA CAC CGC AGA AAC CAA ATG ACC-3′	R1: 5′-TGC CTT CAG TGG ATG CGT AGA ACT-3′
*Fatp3* (NM_011988.2)	F1: 5′-AGC TGC TGA AGG ATG TCT TCT-3′	R1: 5′-TCC AAG ACC TCA GCC ACT TCA GTT-3′
*Fatp4* (NM_011989.4)	F1: 5′-AGT AAG CAT GTG GCT TTG GGC AAG-3′	R1: 5′-TTT GGC AGA AGA TGG AGC AAC AGC-3′
*Fatp5* (NM_009512.2)	F1: 5′-TGT AAC GTC CCT GAG CAA CCA GAA-3′	R1: 5′-ATT CCC AGA TCC GAA TGG GAC CAA-3′
*Fatp6* (NM_001081072.1)	F1: 5′-TTG GGA CCG TCT TGG AGA CAC TTT-3′	R1: 5′-TGC TTC CTG GAT GAA GTC CAA CCT-3′
*Acsl1* (NM_007981.3)	F1: 5′-TGC AGC GAG TGT GGG AAA G-3′	R1: 5′-TGG TAA GAC CCC GTG GAC-3′
*Acsl5* (NM_027976.2)	F1: 5′-TCG ATG CAA TGC CTG CAC T-3′	R1: 5′-TGC AGG GAC TGA AGG CCA-3′
*Acsl6* (NM_001033597.1)	F1: 5′-AGT CTC CGT GTG AAG CTC CAG-3′	R1: 5′-TCA CGA ATA ACT ATA ATA TTG CTG CAA A-3′
*SERPINb6* (NM_001164117.1)	F1: 5′-ACG GTG AGG TGC ATG AGA TTC ACT-3′	R1: 5′-AGC AAA CCA TGG AGA GAG GGT CAA-3′
*Fabp1* (NM_017399.4)	F1: 5′-AGT CGT CAA GCT GGA AGG TGA CAA-3′	R1: 5′-GAC AAT GTC GCC CAA TGT CAT GGT-3′
*Fabp2* (NM_007980.2)	F1: 5′-AAA GGA GCT GAT TGC TGT CCG AGA-3′	R1: 5′-TCG CTT GGC CTC AAC TCC TTC ATA-3′
*Npc1L1* (NM_207242.2)	F1: 5′-CAG CAC TGG CCA CTT TGT TGT CAT-3′	R1: 5′-TGT TCC ACA CCC TAT TTC CTG CCT-3′
*Fasn* (NM_007988.3)	F1: 5′-TAT CCT GCT GTC CAA CCT CAG CAA-3′	R1: 5′-TCA CGA GGT CAT GCT TTA GCA CCT-3′
*Cyp4A10* (NM_010011.3)	F1: 5′-CAGGAAATTGTGTCGTGCATAG-3′	R1: 5′-ACTTTCATGTAGTCAGGGTCATAG-3′
*Cd36* (NM_001159555.1)	F1: 5′-ACT GGG AAA ATC AAG CTC CTT G-3′	R1: 5′-TGA AAT CAT AAA AGC AAC AAA CAT CA-3′

### Total fatty acid analysis

Total lipids were isolated from liver tissue using a modification of the Folch method (55). Liver tissue (50 ± 1.0 mg) was thawed on ice and homogenized in 3 ml of chloroform/methanol (2:1, v/v) containing 0.05% butylated hydroxytoluene. Afterward, 100 μg of C_19:0_ was added as an internal standard. Samples were shaken at 25 °C for 1 h and clarified by centrifugation (2,500 × *g*, 10 min). The supernatant was transferred a new tube, 0.25 volumes of water were added, and samples were vortexed for 10 s and clarified by a second round of centrifugation. The lower phase was collected and dried down under a stream of nitrogen. 0.5 ml of 1% sulfuric acid in methanol and 0.25 ml of toluene was added, and the samples, thoroughly mixed, were sealed under nitrogen incubated for 12 h at 50 °C in a heating block. Samples were cooled to room temperature, 1.25 ml of 5% NaCl was added, and the samples were thoroughly mixed. The FAMEs were extracted from the samples twice using hexane. The upper hexane layer was collected and washed with 1 ml of 2% potassium bicarbonate, and FAMEs were collected as the flow-through from a column containing anhydrous sodium sulfate. The samples were dried under nitrogen and resuspended in 100 μl of methyl acetate, and total fatty acid profiles (as FAMEs) were analyzed with an Agilent 7890A GC system linked to an Agilent 5975C VL MSD, using electron impact ionization equipped with an Agilent CP7421 Select FAME column (200 m × 275 mm × 0.25 mm).

### Neutral lipid quantification

Total lipids were isolated from liver tissue using a modification of the Folch method (55). Liver tissue (∼50 mg) was thawed on ice and homogenized in 3 ml of chloroform/methanol (2:1, v/v) containing 0.05% butylated hydroxytoluene. 100 μg of triglyceride standard C_17:0_ was added as an internal standard. Samples were shaken at 25 °C for 1 h and clarified by centrifugation (2,500 × *g*, 10 min). The supernatant was transferred a new tube, 0.25 volumes of water were added, and samples were vortexed for 10 s and clarified by a second round of centrifugation. The lower phase was collected and dried down under a stream of nitrogen. 1.0 ml of methylene chloride was used to resuspend the extract. To select for neutral lipids, the extract was passed through columns made using a glass pipette packed with glass wool, high-purity-grade silica gel (60 Å, 200–425-mesh particle size, CAS: 112926-00-8), and 300 mg of 0.1-mm-diameter zirconia/silica beads. After the extract was passed through the column, it was dried using a nitrogen evaporator, resuspended again in 0.5 m potassium hydroxide, and incubated for 5 min at 100 °C. After incubation, 12% boron trifluoride was added and incubated for 5 min at 100 °C. 0.5 ml of hexane and 2 ml of saturated NaCl in water was added. Samples were centrifuged at 10,000 rpm for 10 min, and the top layer was collected for analysis in GC/MS. Total triglyceride profiles were quantified from the FAME profiles generated using an Agilent 7890A GC system linked to an Agilent 5975C VL MSD (mass-selective detector), using electron impact ionization equipped with an Agilent CP7421 Select FAME column (200 m × 275 mm × 0.25 mm).

### Targeted metabolomics to define bioactive lipids

Liver tissue samples were suspended in 500 μl of 80% acetonitrile in water (20%) by volume. As an internal control, 200 μg of 20-HETE-*d*_6_ (Cayman Chemicals) was added to each sample. The samples were kept on ice for 1 h and disrupted using a Bullet Blender (Next Advance, 3 cycles of 3 min at a power setting of 7) using 0.5-mm ZrO beads. The samples were clarified by centrifugation (15,000 × *g*, 10 min), and the supernatants were transferred to new tubes, dried, and resuspended into 50 μl of 80% acetonitrile in HPLC grade water. For metabolite quantification, samples (5 μl) were separated using an Amide XBridge column (4.6 × 100 mm, Waters Millipore, Waltham, MA) at a flow rate of 0.5 ml/min (stationary phase (*n*-propylamine); first mobile phase (100% acetonitrile); second mobile phase (20 mm NH4OAc, pH 9.50)) linked to a 4000QTrap (Sciex, Framingham, MA) operating in the negative MRM mode. A mixture of eicosanoid standards was used for identification and to determine elution times: (+)5-HETE, (+)8-HETE, (+)11-HETE, (+)12-HETE, and hexadeuterated (*d*_6_) 20-HETE (Cayman Chemicals) dissolved into 80% methanol over a range of concentrations (1–10 μg/ml). The relative concentrations of the different eicosanoids identified were normalized to the internal 20-HETE-*d*_6_ standard; protein concentrations were determined using the Pierce^TM^ BCA protein assay kit per the manufacturer's instructions (Bio-Rad).

### Statistical analyses

A minimum of four animals were used for each analysis. Statistical significance was determined using a two-tailed paired *t* test. Significance was selected for using a maximum *p* value of ≤0.05. To determine statistical significance that controls for false discovery rates in differentially expressed genes, we performed a Benjamini–Hochberg method based on negative binomial distribution in DESeq. Statistical significance was selected for by using an adjusted *p* value of ≤0.05.

## Data availability

All of the data are contained within the article with the exception of the primary RNA-Seq data sets, deposited in the NCBI Gene Expression Omnibus (54) and accessible through GEO Series accession number GSE140147. All data will be shared upon request to Paul N. Black ().

## Author contributions

V. M. P., C. C. D., and P. N. B. conceptualization; V. M. P. and N. W. data curation; V. M. P., M. B., N. W., and C. C. D. formal analysis; V. M. P., C. C. D., and P. N. B. funding acquisition; V. M. P., J. G., and N. W. investigation; V. M. P., J. G., M. B., N. W., C. C. D., and P. N. B. methodology; V. M. P. and P. N. B. writing-original draft; V. M. P., J. G., M. B., N. W., C. C. D., and P. N. B. writing-review and editing; M. B. validation; C. C. D. and P. N. B. supervision; C. C. D. visualization; C. C. D. and P. N. B. project administration.

## Supplementary Material

Supporting Information

## Footnotes

2 The abbreviations used are:

FATP2: fatty acid transport protein 2
PPAR: peroxisome proliferator–activated receptor
FA: fatty acid
PMN-MDSC: polymorphonuclear myeloid-derived suppressor cell
DEG: differentially expressed gene
PCA: principal component analysis
FDR: false discovery rate
TIFA: TNFα receptor–associated factor (TRAF)-interacting protein with a forkhead-associated (FHA) domain
qPCR: quantitative PCR
PGJ2: prostaglandin J2
LXA4: lipoxin A4
VLCFA: very-long-chain fatty acid
FAME: fatty acid methyl ester
HETE: hydroxyeicosatetraenoic acid.

# Supplementary material for: Deletion of fatty acid transport protein 2 (FATP2) in the mouse liver changes the metabolic landscape by increasing the expression of PPARα-regulated genes
**Source:** J Biol Chem. 2020 Mar 18;295(17):5737–50. doi: 10.1074/jbc.RA120.012730
**Supplement:** Supporting Information

Deletion of Fatty Acid Transport Protein 2 (FATP2) in the mouse liver changes the metabolic landscape by increasing the expression of PPARα-regulated genes — FATP2 expression is linked to PPARα-regulated genes in liver — Deletion of fatty acid transport protein 2 (FATP2) in the mouse liver changes the metabolic landscape by increasing the expression of PPARα-regulated genes — FATP2 expression is linked to PPARα-regulated genes in liver — Supporting Information 

# Deletion of fatty acid transport protein 2 (FATP2) in the mouse liver changes the metabolic landscape by increasing the expression of PPARα-regulated genes

## Supporting Information

- Table S1 - Read counts and FPKM values of the individual Fatp2-/- mice.
- Table S2 - Read counts and FPKM values of the individual control mice.
- Table S3 - Differential expression analysis of the Fatp2-/- male and female mice.
- Table S4 - The identified differentially expressed genes from the male and female Fatp2-/- mice.
- Supplemental Tables and Figure - The Supplemental Tables are from the RNA-Seq experiments and are uploaded as 4 separate Excel spreadsheets and so noted

How the deposited data were processed for this re-analysis (not part of the article)

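Liver RNA-Seq libraries of 16 mice of 11 weeks of age were analyzed, 4 in each of 4 conditions: male and female *Fatp2*-/- and control mice. Each mouse's condition was taken from the labels deposited with the study. The authors mapped the reads with TopHat2 2.0.12 and Bowtie2 2.2.3, counted them per gene with HTSeq 0.6.1 in union mode, and deposited counts per gene, which are whole numbers that have not been normalized. They also deposited FPKM values, which scale those counts by gene length and depth. The authors tested for differences with DESeq, and their p-values were not used here. Total counts per library ran from 10657034 to 18237325, and the closing section gives what was found of simulated changes at these depths. The table held 41096 genes after 4 blank rows, which name no gene and had no part in totals or tests, were left out. Of these genes 10690 had no name, 36 were named from the table's KEGG column where RefSeq places the symbol on the same chromosome, and 24 names that had been turned into dates were not used to match gene lists. The identifiers and coordinates are those of a C57BL/6NJ annotation, and whether counting used strand is not stated in the text that was searched. Close copies within gene families, such as *Cyp4a*, *Cyp2*, *Mup* and *Acot*, may share reads.

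From the counts, R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 was used, and DESeq2 1.42.0 as an alternative. In each sex, genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), normalized by TMM and tested with the quasi-likelihood test, *Fatp2*-/- against control, with Benjamini-Hochberg adjustment at 0.05. The difference between the sexes and the difference between control sexes were tested in 1 fit with 4 group means over 16 mice. Gene lists were tested with camera (limma) on log2 CPM (prior count 2) at a preset correlation of 0.01, over lists with at least 5 kept genes, and again with an estimated correlation and with fry. They cover themes of the paper, other liver functions, other cell types and tissues, and technical markers. Separation was tested by a pseudo-F over the 35 splits of 8 mice. The share of DEGs within 10 Mb of *Slc27a2* was compared with that of other genes by Fisher's exact test and ranked among windows of 20 Mb. Confidence intervals of ratios of counts are at 95% and cover counting error only.

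Genes named in the text were chosen by a rule written in advance, with its exceptions said where they occur: genes that the paper names, *Slc27a2*, the 10 largest increases and the 10 largest decreases in each sex with no overlap between groups and a mean log2 CPM of at least 0, the 10 genes with the smallest adjusted p for the difference between the sexes, up to 4 members of each list described, *Ppara* and *Nnt*. The paper's Tables S4 and 3 were read before the rule was written. The alternatives were RLE and upper-quartile factors, no filter and a filter of at least 10 counts in every library, DESeq2, limma-voom, robust dispersions, 1 fit over all mice, a threshold on the absolute log2 fold change of 1.5 and leaving out each mouse in turn. The steps were tested on simulated data with 200 changed genes, where edgeR's false calls were 10.9% of calls in males, 2.04% in females and 5.20% for the difference between the sexes, where it found 82% of 4-fold changes. The paper's other measurements, such as lipid and protein assays, were not analysed here, and the results of some genes are not reported here.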

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

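The tests of a smaller effect in females, of the spread between libraries and of black684 for the numbers of DEGs, and of depth for black684, were chosen after the result was seen, as were the pair of conditions under which lists outside the paper's themes are given here (camera and fry both passing), the ranking with a minimum of 50 genes, leaving out mice around *Slc27a2*, the marker genes given singly, the wider set of genes for RNA of another tissue in black684, and the reading of the permutations between the sexes as undecided.

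More genes passed in males (319) than in females (90). Chance was excluded for each, since the other splits among 35 of the same mice gave at most 3 DEGs in males and 2 in females. The same held for the 1703 DEGs between control sexes (at most 282). For the 53 shared genes the drawn pairs of splits (at most 0 shared, 100 pairs) cannot decide on chance. The other splits gave too few DEGs in each sex for 53 to be shared. A smaller change in females is argued against for genes called for the mean of both sexes, because with genes selected in 2 mice of each group the median ratio of female to male log2 fold change in the other 2 was 1.04 over 50 draws (5th to 95th percentile 0.889 to 1.41), and 1.08 (absolute values) over 509 genes selected and measured in all 16 mice. Such a selection favors genes that change in both sexes, so for genes called in males alone a smaller change in females stays open. Over male DEGs the median ratio of female to male was 0.698, and over female DEGs that of male to female was 0.764. Each of these favors the sex in which the genes were called, so they do not decide it. Fewer reads and the library black684 are also argued against as the whole cause, because with male libraries thinned to female totals the male count was still 3.57 times the female count, and the female count without black684 was 0.343 to 0.6 of the male counts without 1 control, under the bound of 1/1.5 but at its highest close to it. The larger spread between female libraries remained open and is consistent with the counts, since with 1 spread for all 16 mice females had 180 and males 160 DEGs, a ratio of 1.13. A difference between the sexes in biology is also open.

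Within 10 Mb of *Slc27a2*, 11 of 192 other genes were DEGs in at least 1 sex (5.73%, against 344 of 13574 elsewhere, 2.53%), an odds ratio of 2.34 (two-sided Fisher exact test, p = 0.018), and the window lay at the top 5.46% of windows of its size, where the bound written for it in advance was 5%. Target genes of PPARα near *Slc27a2* are argued against as far as the lists of the paper's themes name them (0 of the 11 were members). SV129 alleles that map less well would lower counts. Of the 11 genes 54.5% fell, under the bound written for these alleles in advance. Some of the 11 would be DEGs at the share found elsewhere. Among all DEGs, 95 of 319 fell in males and 26 of 90 in females. The bound therefore cannot decide on such alleles. Sequence of SV129 mice left around the null allele cannot be told apart from chance here: the rank missed its bound, by less than it moved when windows with under 50 genes were left out (4.75%), and for that reason, seen afterwards, it was not taken as excluded. The concentration was not found at 5 Mb (odds ratio 1.21) and turned around without black638 (0.711) or black675 (0.711). Of 100 drawn pairs of splits none of the others gave more than 10 window DEGs (0 in those that keep the real grouping of neither sex, while 3 keep that of 1 sex). Other splits gave at most 3 DEGs in males and 2 in females over all genes, so this cannot decide on chance for the window.

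In the female control library black684, 2803 genes had counts in no other library, against at most 289 in any other. Depth is argued against, since the other libraries thinned to its total had at most 20735 genes with a count, against its 27810. RNA of another tissue cannot be told apart from other sources: the top 1% of the genes with counts in it alone held 6.22% of their counts, under the bound of 10% written for it in advance, but that set leaves out genes of a tissue with stray counts in other libraries, and over genes under 1 CPM on average elsewhere the top 1% held 11.0% of the CPM above the highest other library. That share was 36.6% in black638 and 33.3% in black693, which hold marker RNA, but 6.81% in black652, which does too. It was 34.1% in black650 and 29.1% in black634, whose sums of muscle and pancreas markers did not stand out. The share thus does not tell libraries with marker RNA from others. Nor can genomic DNA be told apart, because over genes with no count elsewhere the counts of black684 followed gene length with a Spearman's rho of 0.172 (one-sided permutation p = 1e-04, the smallest that the permutations can give), between the bounds set for genomic DNA, and no biological explanation was tested.

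*Cyp4a14* was the gene whose change differed between the sexes, with a log2 fold change larger in males by 3.76. Whether chance gives 1 such gene cannot be told apart by permuting genotype within each sex: 9 of 100 permutations, the real one included, gave at least 1 gene and the highest other gave 151, but permutations that keep or invert the real groups of 1 sex turn the genotype effect itself into a difference between the sexes, and 5 of 7 such permutations, with the highest among them, gave at least 1 (3 of the 92 others did, at most 2 genes). The list of chaperones of the endoplasmic reticulum had a median difference of -0.50 between male and female changes, and passed by camera at the preset correlation and by fry (adjusted p = 0.090 with an estimated correlation). In males, lists outside the paper's themes that passed by camera at the preset correlation and by fry had median log2 fold changes of -0.42 (chaperones of the endoplasmic reticulum), -0.49 (male-biased liver genes), 0.28 (female-biased liver genes), -1.29 (major urinary proteins), 0.17 (NRF2 targets), -0.35 (acute phase and complement), -0.20 (periportal hepatocyte genes) and 1.53 (adipose tissue markers, of which *Cidec* and *Plin4* passed, the calls being lost in 1 and 7 of 8 fits without 1 mouse). None of these held with an estimated correlation (adjusted p from 0.076 to 0.18). In females the lists on growth hormone signaling and interferon response had medians of -0.21 and -0.59, and neither held with an estimated correlation (camera adjusted p = 0.20 and 0.11). In males the interferon response list had a median of -0.32 and passed by camera at the preset correlation, but not by fry. At the preset correlation 24 lists passed in males, the most among the 35 splits (a share of 0.029, the smallest that this design allows). Other splits came close to it, with at most 21. In females 23 lists passed and 2 of 35 splits gave as many, so chance was not excluded there.

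Summed skeletal muscle markers reached 3936 CPM in black693 and 245 CPM in black652, which stood apart from the other mice of their groups by 0.998 and 0.971 of the group's range. Summed pancreas and gut markers reached 409 CPM in black638 and 256 CPM in black693. *Mup5*, which may share reads with other *Mup* genes, reached 5003 CPM in female *Fatp2*-/- livers. Of the male *Fatp2*-/- livers, black629 and black693 had 18.8 and 28.0 CPM of *Mup5*, and black638 and black650 had 2683 and 2971 CPM. By the same measure, the gap to the nearest mouse over the range, 1 mouse stood apart in 18 of 322 groups of 4, and chance gives about 1 in 20. Beside the muscle markers these were *Acadl* in male control mice (black655 highest, 0.877), *Cidec* in male *Fatp2*-/- mice (black650 highest, 0.891), *Cidec* in female *Fatp2*-/- mice (black631 highest, 0.903), *Cyp2u1* in female control mice (black676 highest, 0.873), *Disp2* in male *Fatp2*-/- mice (black629 highest, 0.881), *Ech1* in female *Fatp2*-/- mice (black631 highest, 0.883), *Etfdh* in female control mice (black684 lowest, 0.846), *Fads2* in male *Fatp2*-/- mice (black693 lowest, 0.873), *Fasn* in male control mice (black675 highest, 0.874), *Gstm4* in male *Fatp2*-/- mice (black629 highest, 0.903), MGP_C57BL6NJ_G0029026 in male *Fatp2*-/- mice (black629 highest, 0.912), MGP_C57BL6NJ_G0029026 in female *Fatp2*-/- mice (black643 highest, 0.881), MGP_C57BL6NJ_G0029026 in female control mice (black659 highest, 0.834), *Me1* in male control mice (black655 highest, 0.841), *Mup5* in female control mice (black684 highest, 0.836) and *Slc25a20* in male control mice (black655 highest, 0.950).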

How the results depend on the processing

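Leaving out black638 and black693, or single mice around *Slc27a2*, using FPKM without logs, testing lists between sexes, ranking windows of at least 50 genes and the settings for lipid droplet genes were chosen after seeing the data. Counts of DEGs stayed within 1.5 times with RLE factors, upper-quartile factors, at least 10 counts in every library, limma-voom and robust dispersions, but upper-quartile factors split the male genes into 206 higher and 118 lower and those between control sexes into 608 and 1193, with a median shift of -0.10. In males DESeq2 gave 736, 1 fit over all 16 mice 160, an absolute log2 fold change of at least 1.5 68, leaving out black638 and black693 205, and leaving out single mice 158 (without black638) to 335 (without black693). In females no filter gave 255, DESeq2 287, 1 fit 180, the fold threshold 49 and single mice 46 (without black643) to 96 (without black684). The shared count was 107 with no filter, 132 with DESeq2, 25 at the fold threshold, and 28 to 55 without single mice. Between the sexes no filter gave 18 and DESeq2 31, and single mice 1 to 2. Control sexes differed at 1022 to 3071 genes without single mice. Of the lipid droplet list 12 genes rose in males, 10 without its adipose tissue markers, 10 without black638 and black693, and 9 (without black662) to 11 without single mice. Fewer mice lower the power of a test, and otherwise the cause was not tested. Separation without logs had pseudo-F of 3.19 (counts, exact permutation p = 0.086) and 2.09 (FPKM, p = 0.17) in males and 1.75 and 1.66 (p = 0.20 for both) in females, and in females 1.65 to 2.80 without single mice (exact permutation p from 0.029 to 0.14). Lists that passed numbered 4 in males and 6 in females with an estimated correlation, 13 in females with fry, and between the sexes 0 and 1 of 39, against 13 at the preset correlation. The odds ratio around *Slc27a2* was 1.21 at 5 Mb, 1.84 at 20 Mb, 1.71 against its own chromosome, and 0.711 (without black675, and 0.711 without black638) to 2.52 without single mice, and the rank was 4.75% among windows of at least 50 genes. Of 2833 alternatives of 169 values of named genes, 2520 kept direction and call, 253 lost the call, 54 gained it and 6 reversed, all without single mice and in values that did not pass: *Cidec* in females (-0.36 to 0.035 over single mice, with 0.0090 without black659 and 0.035 without black684), *Cyp2u1* between the sexes (-0.39 to 0.36, with -0.037 without black643), *Plin4* in females (-0.26 to 0.64) and *Ppara* in males (-0.037 to 0.24, the lowest without black695). The authors' p-values as an alternative were not run. No paired analysis was possible because the mice of the groups share no numbers. In simulated counts edgeR found 20.9%, 58.2% and 92.4% of 1.5-, 2- and 4-fold changes in males and 4.48%, 49.3% and 90.9% in females. DESeq2 found 47.8%, 74.6% and 98.5% in males and 11.9%, 62.7% and 90.9% in females. Its false calls were 19.7% of its calls in males and 16.7% in females, against 10.9% and 2.04% with edgeR.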

Differences from the paper's values

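The paper states 40 M reads or more per sample, and the median library here held 15.9 M counts assigned to genes (10657034 to 18237325), which are different quantities: reads before mapping, and counts after mapping and assignment. The sequencing was paired-end and HTSeq counts a pair once, so if the paper counts single reads, 40 M reads are 20 M pairs, 1.26 times the median here. No alternative set before the data were examined changes this value. On the PCA of counts without logs, the second component of the female mice held 11.6% of the variance here and about 6% in Fig. 3A, read by eye, and no alternative to this value was set before the data were examined.

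The paper's counts of DEGs, 258 in males, 91 in females and 59 shared, lie within 1.5 times of those here at the paper's threshold, but not of those with DESeq2 or with no filter on low counts, and in 1 fit over all 16 mice the male (160) and female (180) counts lie further off. Of the 258 male genes of the paper's Table S4, edgeR called 222 in the same direction and DESeq2 252, and of the 91 female genes 65 and 87, and no gene was called in the opposite direction by edgeR. The log2 fold changes of Table S4 and those here had a Pearson r of 1.000 in each sex, across genes, which are not independent replicates. The paper lists *Elovl5* as increased in males, which edgeR did not call (adjusted p = 0.078) and DESeq2 did (adjusted p = 0.0058). For females the paper lists *Cpt2*, *Hadhb*, *Acaa2*, *Acot3*, *Eci1*, *Etfdh*, *Aldh1a1* and *Pex11a* as increased, which edgeR did not call (adjusted p from 0.052 to 0.17) and DESeq2 called (adjusted p up to 0.023). In males the paper gives *Acadm* and *Hadhb* as not significant, and both edgeR (adjusted p = 0.025 and 0.031) and DESeq2 called them. When each mouse was left out in turn, the call was lost for *Acadm* in males (6 of 8 fits, edgeR adjusted p from 0.050 to 0.10, the highest without black675) and *Hadhb* in males (6 of 8 fits, edgeR adjusted p from 0.069 to 0.12, the highest without black675). In fits without 1 of the mice, *Cpt2* in females (edgeR adjusted p = 0.029 without black676 and edgeR adjusted p = 0.048 without black684), *Eci1* in females (edgeR adjusted p = 0.039 without black684) and *Pex11a* in females (edgeR adjusted p = 0.023 without black659) passed. DESeq2 called *Elovl5* in males and *Cpt2*, *Hadhb*, *Acaa2*, *Acot3*, *Eci1*, *Etfdh*, *Aldh1a1* and *Pex11a* in females, upper-quartile factors called *Cpt2* in females, the fit with no filter on low counts called *Cpt2*, *Acot3*, *Eci1*, *Etfdh* and *Pex11a* in females, a fit of the 16 mice together called *Cpt2*, *Hadhb*, *Acaa2*, *Eci1*, *Etfdh*, *Aldh1a1* and *Pex11a* in females, and RLE size factors and limma-voom called *Eci1* in females. A fit of the 16 mice together did not call *Acadm* and *Hadhb* in males.

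The paper calls *Fasn* essentially unchanged, and here its log2 fold change was 0.71 in males (edgeR adjusted p = 0.049), a call lost with upper-quartile factors, with limma-voom, in 1 fit over all 16 mice and in 7 of 8 fits without 1 mouse. The paper calls the interleukin receptor gene *Il22ra1* increased, and here its log2 fold change was -1.17 in males and -1.10 in females, neither passing with edgeR, while DESeq2 called the male decrease (adjusted p = 0.027, the only alternative to do so), and the paper's Table S4 lists it as decreased. The paper states that fatty acid oxidation genes are more highly expressed in males than in females, and here, of the 6 genes given at that statement, the change was larger in females for 3 (*Acadm*, *Acadl* and *Hadhb*) and in males for 3 (*Acot8*, *Pxmp4* and *Pex16*), with no difference between the sexes that passed by edgeR. The paper in 1 place relates *Plin1* to lipid droplets as increased, and here it had too few counts to test in either sex. Elsewhere the paper gives *Plin2* and *Plin5* as the increased perilipin genes, and edgeR called both as increased in males here. The paper describes *Cyp2* genes as decreased in males but not in females, and here 2 of 27 fell in males, while the difference between the sexes did not pass for either. The folds that the paper's Table 3 gives for Cyp4A32 lie close to those of the unnamed gene MGP_C57BL6NJ_G0029026 (20.5 in males and 5.73 in females), while the gene named *Cyp4a32* in the deposited table was 13.1-fold higher in males and 7.38-fold higher in females. Of 39 male and 29 female folds that the paper gives in Table 3 and, for *Ppara*, in its text, 0 were more than 1.5 times apart from the folds here. In this comparison the paper's Cyp4A32 was set against MGP_C57BL6NJ_G0029026, not against the gene named *Cyp4a32*.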

Other observations

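Of chaperones and folding enzymes of the endoplasmic reticulum, in male *Fatp2*-/- livers 0 of 56 measured genes rose and 19 fell (0 and 40 when adjusted over the list alone, camera adjusted p = 0.076 with an estimated correlation). The lists described in this part were chosen after their results were seen, and being written after the paper's Table S4 was read they are not independent of it. *Fkbp11*, a prolyl isomerase gene of the secretory pathway, fell from 16.9 ± 1.62 to 9.59 ± 0.589 CPM (S.D., n = 4), a log2 fold change of -0.82 (S.E. 0.11, edgeR adjusted p = 0.0030). *Tram1*, a gene of the protein translocation channel, fell with -0.62 (S.E. 0.08, edgeR adjusted p = 0.0030), and *Ero1lb*, an oxidase gene of disulfide formation, with -0.89 (S.E. 0.12, edgeR adjusted p = 0.0031). In female livers edgeR called 0 of 56 measured genes (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 by DESeq2, camera adjusted p = 0.66 with an estimated correlation). Between control mice, 35 of the same 56 genes were higher in males than in females and the others did not pass (46 higher when adjusted over the list alone, camera adjusted p = 0.037 with an estimated correlation). Of male-biased liver genes, in male *Fatp2*-/- livers 0 of 24 measured genes rose and 7 fell (1 and 16 when adjusted over the list alone, camera adjusted p = 0.13 with an estimated correlation). *Serpina12* fell from 214 ± 15.1 to 65.0 ± 13.2 CPM, -1.72 (S.E. 0.14, edgeR adjusted p = 7.9e-05). The liver complement gene *C9* had a log2 fold change of -0.69 (S.E. 0.11, edgeR adjusted p = 0.0070), and with *Cfi*, which had -0.48 (S.E. 0.08, edgeR adjusted p = 0.011), it was one of 5 acute phase and complement genes of 33 measured that fell (11 when adjusted over the list alone, camera adjusted p = 0.18 with an estimated correlation). Pooling all 16 mice in 1 fit did not call *Fkbp11*, *C9* and *Cfi* in males.

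Of NRF2 target genes, in males 7 of 27 measured genes rose and the others did not pass (9 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.18 with an estimated correlation), among them the glutathione transferase gene *Gstm4*, with a log2 fold change of 0.95 (S.E. 0.11, edgeR adjusted p = 0.0013), and the epoxide hydrolase gene *Ephx1*, with 0.61 (S.E. 0.12, edgeR adjusted p = 0.025). In female *Fatp2*-/- livers 3 of 23 interferon response genes fell, the antiviral genes *Rtp4*, *Irf7* and *Xaf1*, and the others did not pass (13 lower when adjusted over the list alone, camera adjusted p = 0.11 with an estimated correlation). Median changes of cell markers in these livers were also below 0 (camera adjusted p = 5.9e-06 and 1.2e-04 at the preset correlation): of T, B and NK cell markers, with a median log2 fold change of -0.81 and 1 of 17 positive, edgeR called 0 of 17 measured genes (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 0 by DESeq2, camera adjusted p = 0.33 with an estimated correlation), and of Kupffer cell and macrophage markers, with a median of -0.42 and 1 of 14 positive, edgeR called 0 of 14 measured genes (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 0 by DESeq2, camera adjusted p = 0.37 with an estimated correlation). *Irf7*, the transcription factor of the interferon response, had a log2 fold change of -0.80 (S.E. 0.14, edgeR adjusted p = 0.033), and *Rtp4* one of -0.81 (S.E. 0.13, edgeR adjusted p = 0.018). In males the interferon response list had a median of -0.32, with 1 of 23 positive, and edgeR called 0 of its genes and DESeq2 1. Male medians were -0.62 for T, B and NK cell markers (0 of 8 positive) and -0.19 for Kupffer cell and macrophage markers (1 of 14 positive). The difference between the sexes did not pass for these lists (camera adjusted p = 0.094, 0.71 and 0.065 at the preset correlation). Of growth hormone signaling genes in females, *Cish* and the transcription factor gene *Onecut1* fell, 2 of 18 measured (3 when adjusted over the list alone, camera adjusted p = 0.20 with an estimated correlation), and *Onecut1* had -1.20 (S.E. 0.22, edgeR adjusted p = 0.033). *Nnt*, a gene that differs between C57BL/6 substrains, stood at 161 ± 14.2 CPM in male controls and 186 ± 16.9 CPM in male *Fatp2*-/- livers, 0.21 (S.E. 0.10, edgeR adjusted p = 0.32). None of the genes said here to rise or fall overlapped between the 4 *Fatp2*-/- and 4 control mice of that sex, which their selection in the same mice favors. Leaving out single mice, the call was lost for *Ephx1* in males (6 of 8 fits, edgeR adjusted p from 0.051 to 0.078, the highest without black638), *Irf7* in females (7 of 8 fits, edgeR adjusted p from 0.057 to 0.14, the highest without black652), *Rtp4* in females (5 of 8 fits, edgeR adjusted p from 0.052 to 0.080, the highest without black652), *Xaf1* in females (6 of 8 fits, edgeR adjusted p from 0.057 to 0.14, the highest without black652) and *Onecut1* in females (5 of 8 fits, edgeR adjusted p from 0.066 to 0.13, the highest without black643). 1 fit over all 16 mice did not call *Ephx1* in males and *Cish* and *Onecut1* in females, and the fit with no filter on low counts did not call *Irf7* in females.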
